# HDAC6 inhibitors sensitize non-mesenchymal triple-negative breast cancer cells to cysteine deprivation

**DOI:** 10.1038/s41598-021-90527-6

**Published:** 2021-05-26

**Authors:** Tahiyat Alothaim, Morgan Charbonneau, Xiaohu Tang

**Keywords:** Cancer, Drug discovery

## Abstract

Triple-negative breast cancer (TNBC) is a highly malignant type of breast cancer and lacks effective therapy. Targeting cysteine-dependence is an emerging strategy to treat the mesenchymal TNBC. However, many TNBC cells are non-mesenchymal and unresponsive to cysteine deprivation. To overcome such resistance, three selective HDAC6 inhibitors (Tubacin, CAY10603, and Tubastatin A), identified by epigenetic compound library screening, can synergize with cysteine deprivation to induce cell death in the non-mesenchymal TNBC. Despite the efficacy of HDAC6 inhibitor, knockout of HDAC6 did not mimic the synthetic lethality induced by its inhibitors, indicating that HDAC6 is not the actual target of HDAC6 inhibitor in this context. Instead, transcriptomic profiling showed that tubacin triggers an extensive gene transcriptional program in combination with erastin, a cysteine transport blocker. Notably, the zinc-related gene response along with an increase of labile zinc was induced in cells by the combination treatment. The disturbance of zinc homeostasis was driven by PKCγ activation, which revealed that the PKCγ signaling pathway is required for HDAC6 inhibitor-mediated synthetic lethality. Overall, our study identifies a novel function of HDAC6 inhibitors that function as potent sensitizers of cysteine deprivation and are capable of abolishing cysteine-independence in non-mesenchymal TNBC.

## Introduction

Triple-negative breast cancer (TNBC) accounts for 15–20% of overall breast cancer cases and exhibits earlier age of onset, high metastasis, and aggressiveness with poor clinical outcomes shown by higher relapse and lower survival rates than other types of breast cancer^1–3^. TNBC contributes to the majority of mortalities of breast cancer patients^4–6^. Treatments of TNBC patients are still limited to surgery, chemotherapy, or radiation since the absence of cell surface receptors makes targeted hormonal therapies impossible. About 50% of TNBC patients respond to conventional therapies, but the efficiency of treatments is further limited by tumor metastasis and drug resistance^7–11^. Therefore, there is an urgent need to develop novel targeted therapies to improve TNBC outcomes and reduce patient mortality.

With omics technologies, scientists have gained a deeper understanding of the molecular complexity of cancer^1,12,13^. Metabolic deregulation is one of the emergent hallmarks in many cancers^14,15^. Cellular metabolic rewiring often occurs with oncogenic alterations and microenvironmental adaptations to meet the demands of tumor cell survival, proliferation, and invasion^16–18^. Therefore, targeting metabolic vulnerabilities is a promising targeted strategy to treat these cancers. One classical example is that tumor cells acquire glycolysis (the Warburg effect) even under sufficient supply of oxygen. These tumors become addicted to glucose and are sensitive to inhibition of glycolysis by glucose analogues^19,20^. Similarly, alterations of amino acid metabolism are often observed in many cancers associated with genetic aberrations. For example, glutaminolysis is activated in *MYC* overexpressed tumors to feed the demands of lipids for fast proliferation, and thus *MYC*-induced tumors typically need extra glutamine^21,22^.

Cysteine dependence/addiction is a common metabolic vulnerability in many types of cancer^23–26^. Cysteine in cells, mostly derived from extracellular disulfide cystine, is involved in cellular glutathione (GSH) synthesis that removes cytotoxic reactive oxygen and nitrogen species (ROS and RNS) via the action of glutathione peroxidases (GPXs)^27^. Cysteine deprivation or inhibition of cystine/glutamate antiporter (the system xC-) by erastin or sulfasalazine can limit the GSH synthesis, subsequently accumulate lipid peroxidative stress in cells and ultimately induce ferroptosis in cysteine-dependent tumor cells^23^. Alternativity, application of “cysteinase” in vivo has been shown to be a safe approach to suppress tumor growth in mice with effective efficacy^28,29^. Therefore, targeting cysteine-dependence could be an effective targeted cancer therapy, especially because limiting a single amino acid is a relatively feasible method for in vivo application^30,31^. Cysteine dependence is a striking feature of mesenchymal TNBC^26^. However, many TNBC and luminal breast tumor cells are cysteine-independent and not effectively responsive to depletion of cysteine. Little is known about the mechanisms that dictate the demand of cysteine in TNBC.

Epigenetic alterations are important factors that regulate cancer development and contribute therapeutic drug resistance in cancer^32,33^. In breast cancer, distinct DNA methylation patterns are observed in luminal and basal cancer subtypes when analyzing the omics of 802 breast tumor cases. High DNA methylation and histone methylation were found in aggressive metastatic breast cancer^34–37^. Such epigenetic differences probably configure various subtypes of breast cancer and dictate cysteine dependence. Therefore, manipulation of epigenetic states in cysteine-independent cancer cells could change cysteine-dependence and overcome drug resistance.

By epigenetic compound library screening, we identified HDAC6 inhibitors as potent sensitizers that confer cysteine-dependence in non-mesenchymal TNBC. We showed that HDAC6 inhibitors induce the synthetic lethality of cysteine deprivation. This event occurs via an HDAC6-independent manner and requires activation of PKCγ signaling pathway. Our study suggested that HDAC6 inhibitors can be used as therapeutic adjuvants of cysteine deprivation to treat various non-mesenchymal breast cancers.

## Results

### HDAC6 inhibitors sensitize non-mesenchymal TNBC to cysteine deprivation

Cysteine-dependence is a novel feature in mesenchymal TNBC cells. However, we found that ~ 50% of TNBCs are non-mesenchymal, and enriched expression of epithelial genes (Fig. S1A–C). These non-mesenchymal TNBC cells, such as HCC70 and HCC38, were cysteine-independent and resistant to erastin, a blocker of cysteine transport (Fig. S1D), distinct from mesenchymal HBL100 and MDA-MB-231 cells. To overcome such resistances in non-mesenchymal tumor cells and identify potential sensitizers, three inhibitors of the histone deacetylase 6 (HDAC6)—Tubacin, CAY10603, and Tubastatin A were identified by the epigenetic compound library screening, which dramatically induce synthetic-lethal death under the cysteine-depleted condition (Fig. 1A,B). We further confirmed that tubacin induced synthetic-lethal cell death in non-mesenchymal MDA-MB-436 and HCC70 cells when cotreated with either cysteine deprivation or erastin; Either tubucin or erastin alone had no significant cytotoxic effect (Fig. 1C,D and Fig. S2A,B). The effectiveness of combined application of tubacin plus erastin was further observed in other tumor subtypes, including luminal and HER-2 positive tumor cells (Fig. 1E,F and Fig. S2C). Similarly, CAY10603 significantly promoted the lethal effects of erastin in non-mesenchymal TNBC as well (Fig. 1G,H and Fig. S2D). Colony formation assay further confirmed that tubacin plus erastin siginificantly suppressed long-term tumor cell growth in comparison with individual drug treatmnet (Fig. S2E). However, the synergistic effect of tubacin and erastin was not evident in MCF10A, a non-cancerous cells (Fig. S2F). Taken together, our epigenetic drug screening identified HDAC6 inhibitors as potent sensitizers capable of promoting synthetic lethality of cysteine depletion in non-mesenchymal tumor cells.

**Figure 1:**
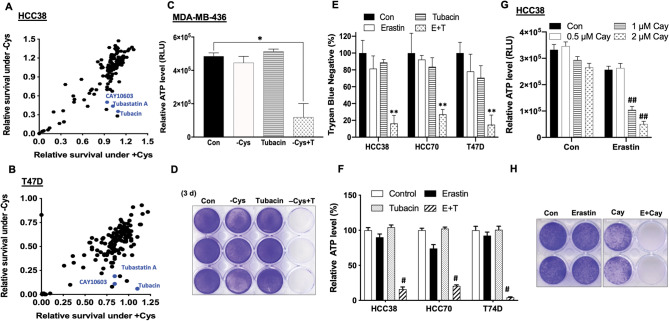
Epigenetic compound library screening identifies HDAC6 inhibitors to promote cell death of cystine deprivation. **(A,B)** Relative cell survival of TNBC HCC38 and luminal T47D cells treated with epigenetic compounds under cystine-depleted (-Cys) and cystine-replete (+ Cys) conditions were determined by CellTiter-Glo assay at 72 h. **(C,D)** Cell viability of TNBC MDA-MB-436 cells was measured by ATP level (**C**; n = 3; *p < 0.01) or stained by crystal violet (**D**) under either cystine-replete (Con), cystine-depleted (-Cys), 5 μM tubacin (T), or 5 μM tubacin under cystine-depleted (-Cys + T) treatments for 72 h. **(E,F)** Survival rate of HCC38, HCC70, and T47D cells in response to either control (Con), 5 μM erastin, 5 μM tubacin, or combination of erastin and tubacin (E + T) were determined by trypan blue counting (**E**; **p < 0.001) or CellTiter-Glo assay (**F**; n = 3; ^**#**^p < 0.001). **(G)** Cell viability of HCC38 cells was measured by CellTiter-Glo assay under either control (Con), 5 μM erastin, various concentrations of Cay10603 (Cay) 0.5, 1, and 2 μM, or erastin plus Cay (E + Cay) treatments for 48 h (n = 3; ^**##**^p < 0.005). **(H)** Relative cell survival of HCC38 was assessed by crystal violet staining after treatment with Con, 5 μM erastin, 2 μM Cay, or E + Cay for 48 h.

### HDAC6 inhibitors synergize with erastin to induce a mixed cell death

To characterize the death pathway induced by the combination application of erastin and HDAC6 inhibitor, we examined various death and signaling markers, and evaluated the protective effect of different types of cell death inhibitors. Erastin plus tubacin treatment caused significant activation of p38 death signaling, increases of DNA double-strand breaks as indicated by phosphorylation of H2AX, and partial cleavages of PARP1 and caspase-3 (Fig. 2A,B), while either erastin or tubacin individually failed to activate such death signaling and markers. As the substrate of HDAC6, α-tubulin was strongly acetylated by tubacin. Both necroptosis inhibitor Necrostatin-1 and ferroptosis inhibitor Ferrostatin-1 fully rescued cells from death induced by erastin plus tubacin, while the pan-caspase inhibitor Q-Vad had partial protective effects (Fig. 2C–E). Similarly, the lethal effects promoted by CAY10603 were prevented by different types of cell death inhibitors (Fig. 2F). This data suggested that HDAC6 inhibitors synergize with erastin to activate a mixed cell death program in non-mesenchymal TNBC.

**Figure 2:**
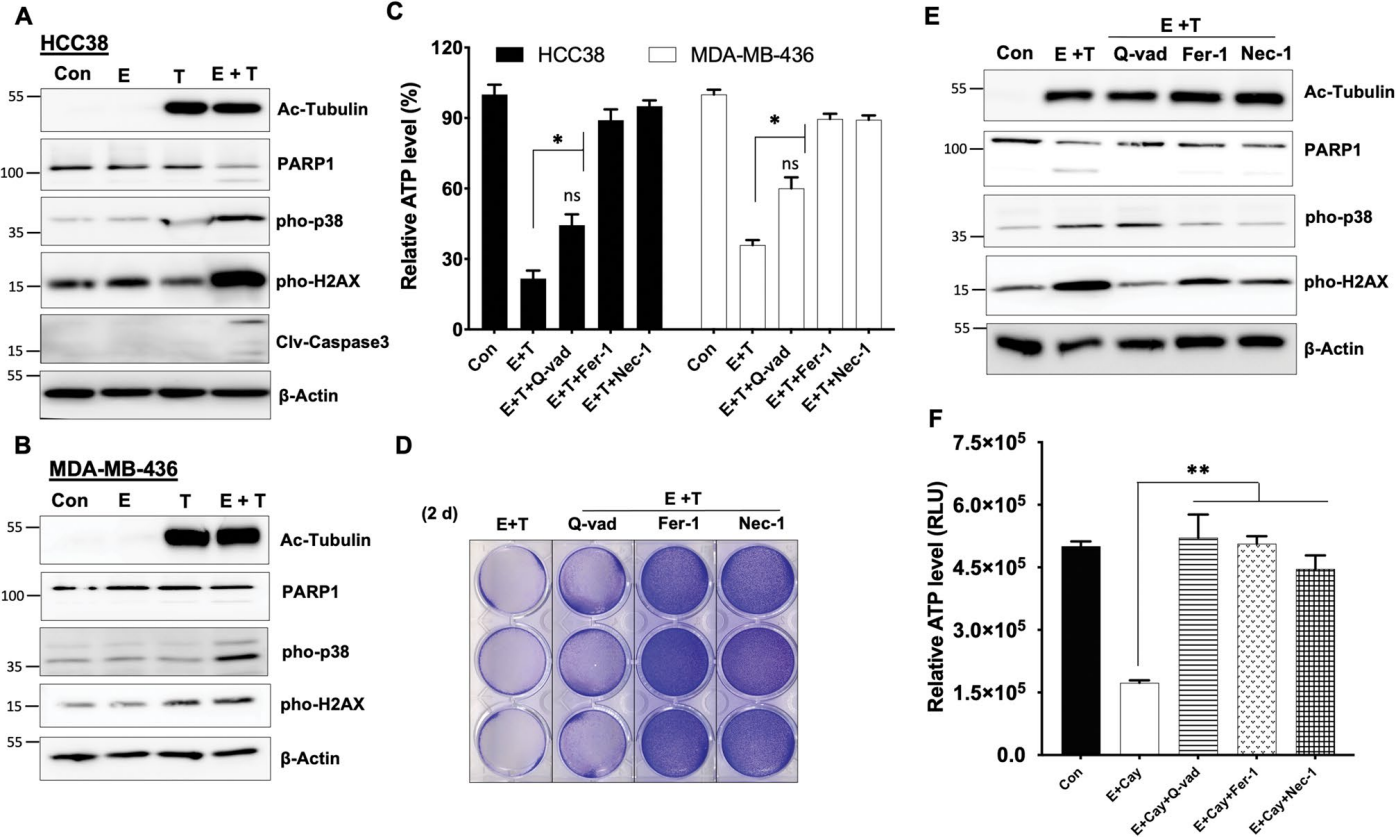
HDAC6 inhibitors synergize with erastin to induce a mixed type of cell death. **(A,B)** Immunoblot analysis of acetylated-tubulin, PARP1, cleaved Caspase-3, phosphorylated p38, and H2AX protein expression in HCC38 cells (**A**; 24 h) and in MDA-MB-436 cells (**B**; 36 h) under either control (Con), 5 μM erastin (E), 5 μM tubacin (T), or combination of erastin and tubacin (E + T) treatments; β-Actin serves as a protein normalization control. **(C, D)** Relative cell survival of HCC38 (48 h) and MDA-MB-436 (72 h) were measured by CellTiter-Glo assay (**C;** n = 3; *p < 0.001) or assessed by crystal violet staining in HCC38 (**D**) under either Con, combination of E + T, or E + T with different cell death inhibitors Q-Vad (10 μM), Fer-1(10 μM), Nec-1 (20 μM) treatments for 48 h. (**E**) Immunoblot analysis of indicated protein expression in HCC38 cells treated as (**C**) for 24 h. **(F)** Relative cell survival of HCC38 cells under either control (Con), combination of erastin and 2 μM Cay (E + Cay), or E + Cay with following death inhibitors Q-Vad 10 μM, Fer-1 (10 μM; **p < 0.005), Nec-1 (20 μM; **p < 0.005) treatments for 48 h.

### HDAC6 is not required for the tubacin-mediated synthetic lethality.

Next, we examined whether repression of HDAC6 expression mimics the lethal-promoting effect of tubacin. Unexpectedly, silencing of HDAC6 gene expression by different shRNAs did not promote cell death in the presence of erastin, although the protein level of HDAC6 was reduced and the acetylation level of tubulin was significantly increased (Fig. S3A–C). We hypothesized that shRNA might be unable to sufficiently suppress endogenous HDAC6 to mimic the potency of tubacin. To that end, we employed CRISPR/Cas9 gene editing to knockout HDAC6 in TNBC HCC38 and MDA-MB-436 cells, and luminal T47D cells. Independent HDAC6-null cell clones were isolated based on deletion of HDAC6 protein expression and acetylation of tubulin (Fig. 3A–C upper panel). Surprisingly, knockout of HDAC6 also did not promote the synthetic-lethal response with erastin as shown by no significant ATP decrease and cell loss in HDAC6-null cell clones (Fig. 3A–C lower panel and 3E). However, erastin plus tubacin together induced similar cell death (Fig. 3A–C lower panel and 3E) and death markers (Fig. 3D) in either HDAC6-null or HDAC6 intact cells, despite the HDAC6 status. Taken together, our data provided evidence that the lethal-promoting effect of HDAC6 inhibitors is independent of endogenous HDAC6, which revealed the possibility of a new off-target molecule. The sphingolipid biosynthesis was previously identified as a so-called off-target of tubacin^38^. However, myriocin, an inhibitor of sphingolipid synthesis, failed to promote cell death in the presence of erastin in non-mesenchymal tumor cells (Fig. S3D,E).

**Figure 3:**
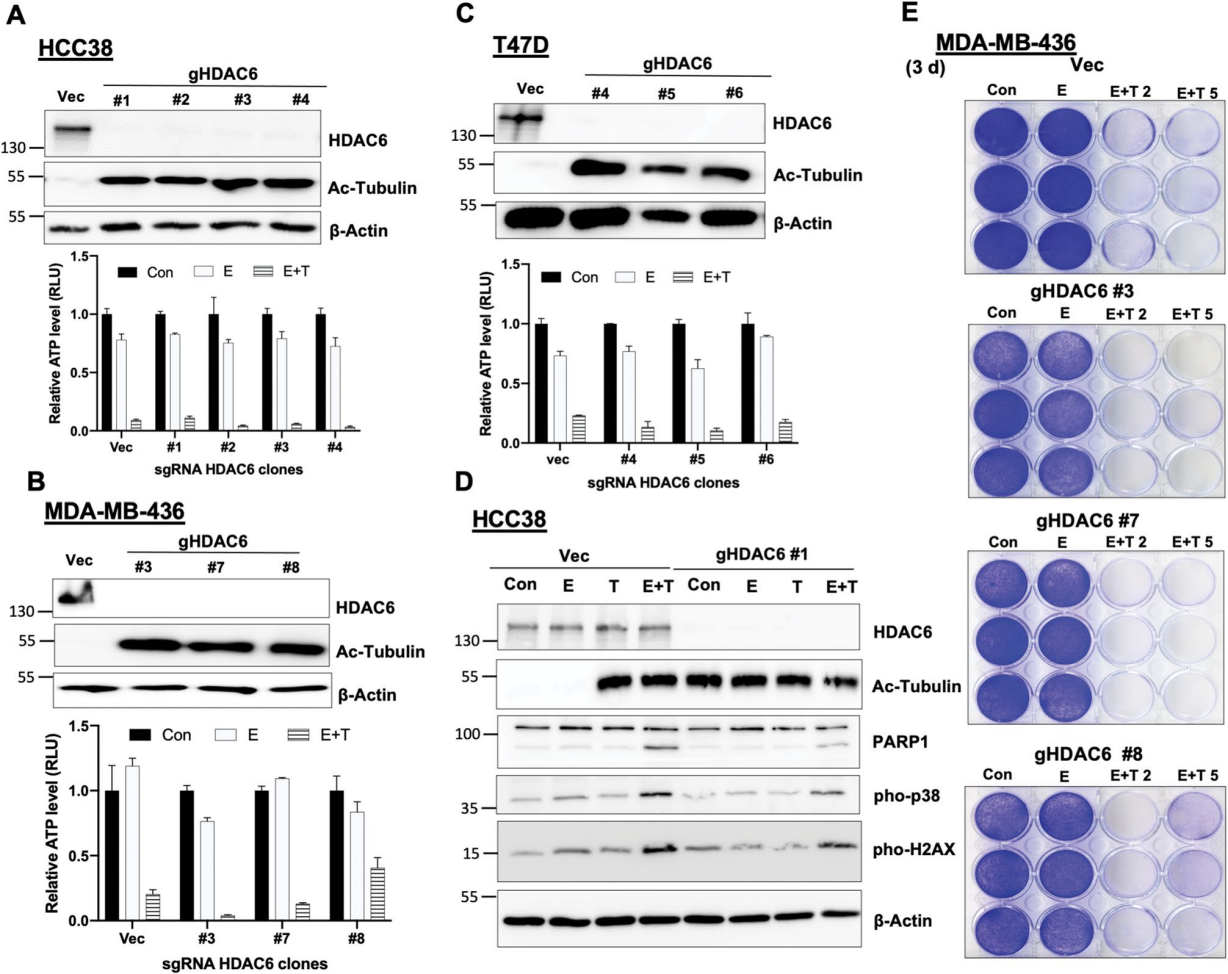
Knockout of HDAC6 fails to mimic tubacin to induce synergistic cell death. **(A–C)** Immunoblotting analysis (Upper panel) of HDAC6 and acetylated tubulin in the empty vector (Vec) cells and sgRNA HDAC6 (gHDAC6) clones of HCC38 (**A**), MDA-MB-436 (**B**), and T47D (**C**) cells. Relative cell survival (Lower panel) was measured by the ATP level in indicated cells under either control (Con), 5 μM erastin, or combination of erastin and 5 μM tubacin (E + T) treatment for 72 h (n = 3). **(D)** Western blot analysis of indicted protein expression in HCC38 Vec or gHDAC6 HCC38 cells (Clone #1) under either control (Con), 5 μM erastin (E), 5 μM tubacin (T), or combination of erastin and tubacin (E + T) treatments for 24 h. **(E)** Cell viability was assessed by crystal violet staining in MDA-MB-436 Vec or gHDAC6 clones under either control (Con), erastin (E), or erastin plus different doses of tubacin (E + T) treatments for 72 h.

### Tubacin synergizes with erastin to activate a lethal gene transcriptional program

Microarray transcriptional profiling analysis was employed to identify the molecular mechanism of tubacin. 

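The arrays (Human Gene 2.1 ST) measured HCC38 cells in 4 groups of 3 samples each: control, 5 µM erastin, 5 µM tubacin, and erastin plus tubacin. Erastin blocks cystine import through the carrier SLC7A11, and tubacin inhibits the deacetylase HDAC6. The paper gives a treatment of 24 h and the sample labels give 18 h. The values are the authors' RMA values on the log2 scale. The RMA version is not given in the sources used here. The 75th percentiles of the arrays lay between 5.63 and 5.71. The correlation over all probe sets was 0.991 to 0.994 between samples of a group and 0.975 to 0.993 between groups. Each of 22109 genes was represented by 1 probe set that carries only its symbol, and limma fitted the 4 group means together. A gene is said here to rise or fall at an adjusted p under 0.05, over all genes tested, and changes are log2 values with their standard error (SE). The interaction is the change with both drugs minus the sum of the changes with each drug. Genes in lists fixed beforehand were also tested as groups with camera. Some of these lists hold genes that the paper names from these same arrays. The paper gives the treatments as done in triplicate, but neither it nor the labels say whether the 3 samples of a group came from separate cultures, so the p-values measure only the spread between these samples, which may be technical. With 3 arrays per group the median SE of a change was 0.14. No background or detection calls were used, and probes of the metallothionein paralogs may cross-hybridise.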

By the supervised cluster analysis, either erastin or tubucin individually induced mild or few changes in gene expression. However, tubacin plus erastin dramatically induced or repressed expression of large groups of genes (Fig. 4A), such as apoptotic genes *(Bim*, *BNIP3*, and *Puma*) and genes involved in endoplasmic reticulum and oxidative stress (*ATF3*, *CHOP*, and *HOMX1*). 

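With erastin alone, 27 of 29 measured targets of ATF4 and CHOP, the transcription factors of amino acid and ER stress, rose (28 when adjusted over the list alone), by 1.38 on average. The lipoprotein receptor VLDLR rose by 3.48 (SE 0.22), the glutathione-degrading enzyme CHAC1 by 2.84 (SE 0.11), SLC7A11 by 2.27 (SE 0.07) and CTH, which makes cysteine, by 2.26 (SE 0.08). The heme oxygenase HMOX1 rose by 2.95, and of 22 targets of NRF2, the regulator of the oxidative stress response, 8 rose and 1, GSR, fell by 0.32. Mitosis genes fell, 27 of 28 (all 28 when adjusted over the list alone), with CDC25C down by 1.14 and KIF20A by 1.08. Cholesterol genes fell as well, 12 of 17 over all genes and over the list alone, led by INSIG1 (-1.08) and STARD4 (-0.81). Of 22 immediate early genes 16 rose, KLF2 by 1.54 and FOS by 1.06. These groups passed camera with adjusted p = 2.68e-54 (ATF4 and CHOP), 6.03e-05 (NRF2), 9.36e-32 (mitosis), 4e-10 (cholesterol) and 2.32e-17 (immediate early). With an estimated correlation the adjusted p values were 2.88e-05, 0.027, 0.000173, 0.00108 and 0.0037. A set of 4 genes used as fibroblast markers also fell, COL1A1 (-0.53), COL1A2 (-0.71), COL6A3 (-0.57) and PDGFRB (-0.73), of 7 measured (adjusted p = 0.00198; 0.027 with an estimated correlation). Scaled to ACTB, none of the falls named here keeps its call. ACTB itself had a value of -0.10 (SE 0.21, adjusted p = 0.838) with erastin. This scaling therefore moves the values little, but it adds the spread of a probe set of low level (6.12 in control) to every gene. The call of GSR ends without control replicate 1 or 3 or any 1 erastin replicate (adjusted p up to 0.101). Those of PDGFRB and COL1A1 end without most single samples, of any group (up to 0.139 and 0.15), and with the replicate block (0.0678 and 0.0869), and that of COL1A1 also when quantile or cyclic loess normalization is applied again (0.0504 and 0.0513).
With tubacin alone the retinoic acid hydroxylase CYP26A1 fell by 1.58 (SE 0.15), the potassium channel KCNJ6 by 1.60 (SE 0.14), the receptor KIT by 1.24 (SE 0.10) and the sodium channel subunits SCNN1B and SCNN1G by 1.11 and 1.04. The lipase LIPK rose by 1.44 (SE 0.14), the interleukin receptor IL7R by 1.22 and follistatin, FST, by 1.06. Within the lists, FOSL1 (0.43), EGR1 (0.49) and LIF (0.43) were the only genes to pass, and they lose this in most alternatives. The call of SCNN1B ends without tubacin replicate 1 (-1.03). Those of KIT, SCNN1B, SCNN1G and FST end when scaled to ACTB. KCNJ6 with tubacin and LIPK in control have levels not shown to be above background. The immediate early genes as a group moved by 0.11 (adjusted p = 0.00043; 0.381 with an estimated correlation) and the mitosis genes by -0.12, 0.059 when scaled to ACTB (adjusted p = 5.08e-05; 0.149 with an estimated correlation). In total erastin changed 1891 of 22109 genes (897 higher, 994 lower), 122 of them at least 2-fold (87 higher, 35 lower), and tubacin changed 51 (23 higher, 28 lower), 11 at least 2-fold (4 higher, 7 lower). The count for erastin is 1200, 1075 or 1088 without erastin replicate 1, 2 or 3. That for tubacin is 16, 18 or 22 without tubacin replicate 1, 2 or 3, 30 or 33 without control replicate 2 or 3, 29 without erastin replicate 2 and 33 without erastin plus tubacin replicate 2. When each array is scaled to its ACTB value the counts are 116 (101 higher, 15 lower) and 12 (10 higher, 2 lower). ACTB had a value of -0.18 (adjusted p = 0.831) with tubacin, with an SD of 0.51 between the tubacin samples, and this spread enters every scaled gene. The tubacin count ranges from 0 by limma with only the 2 groups in the fit to 211 by limma with trend and robust moderation, and 2283 genes have an unadjusted p under 0.05.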

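With erastin plus tubacin, 6 of 13 measured pro-apoptotic BCL2 family genes rose, 1 fell and 6 did not pass. Bim (BCL2L11) rose by 1.21 (SE 0.10, adjusted p = 5.4e-06), Puma (BBC3) by 1.70 (SE 0.19, adjusted p = 4.4e-05), PMAIP1 by 1.14, HRK by 1.13, BNIP3L by 1.09 and BNIP1 by 0.53. Bim and Puma were above every control sample in 3 of 3 samples. BCL2, which opposes apoptosis, fell by 1.13 (SE 0.08, adjusted p = 1.66e-06) and BID by 0.42. Both values turn positive when scaled to ACTB (0.065 and 0.77). Here and below this scaling adds the fall of ACTB (1.19) to every gene, so any smaller fall turns positive by construction. The only ACTB probe set with a single symbol has a low level (6.12 in control) and may not stand for ACTB RNA, which limits what the scaling shows. Of the genes of ER and oxidative stress, ATF3 rose by 3.59 (SE 0.15, adjusted p = 7.63e-08), CHOP (DDIT3) by 2.07 (SE 0.30, adjusted p = 0.000336) and HMOX1 by 5.23 (SE 0.09, adjusted p = 3.93e-10). With erastin alone Bim, Puma and CHOP had values of -0.08, 0.57 and 0.55 (adjusted p = 0.727, 0.093 and 0.333), and with tubacin alone -0.28, 0.39 and 0.24 (adjusted p = 0.363, 0.52 and 0.846). ATF3 rose by 1.06 with erastin alone and BCL2 rose by 0.50, a call that ends when scaled to ACTB. The change with both drugs exceeded the sum of the separate changes for Bim (by 1.56), ATF3 (2.74) and HMOX1 (2.12), and the interaction did not pass for Puma (0.74, adjusted p = 0.0902) or CHOP (1.29, adjusted p = 0.0698). It passes for Puma without tubacin replicate 3 (0.95), with a filter on dim genes and when scaled to ACTB. For CHOP it passes without control replicate 1 (1.71), with the dim filter, when scaled to ACTB, with trend and robust moderation and with the mean of the probe sets. Puma with erastin alone passes without tubacin replicate 3 (adjusted p = 0.0388), with the dim filter (0.0355) and by the methods' t-test unadjusted (0.0164), as does Bim, lower with tubacin alone, by that t-test (0.00669). BNIP3 shares its probe set with another symbol and is not used here. The pro-apoptotic list passed camera (mean 0.53; adjusted p = 0.00454; 0.0331 with an estimated correlation).
Among the larger groups, 28 of 29 targets of ATF4 and CHOP rose and PSPH fell (-0.24; 0.96 when scaled to ACTB, and lost without most single samples), with GDF15, a stress-induced cytokine, up by 4.13. Of 22 NRF2 targets 17 rose (18 when adjusted over the list alone), among them OSGIN1 (2.59), GCLM (1.84) and GCLC (1.73), the subunits of the enzyme that starts glutathione synthesis. Of 14 heat shock genes 12 rose, HSPA6 by 2.27 and BAG3 by 1.99, and 1, HSPA4L, fell (-0.32; positive when scaled to ACTB). Of 17 hypoxia genes 15 rose, NDRG1 by 2.92 from a low level and VEGFA by 1.67, and ALDOC fell (-0.78; positive when scaled to ACTB). Of 25 ferroptosis and glutathione genes 12 rose, SAT1 by 1.66, and ACSL4 (-0.69) and DHODH (-0.79) fell, turning positive when scaled to ACTB. GPX4 had a value of 0.04. The ferroptosis list shares SLC7A11, CHAC1, GCLC and GCLM with the ATF4 and CHOP or the NRF2 list, so its test is not separate from theirs. Of 20 ER chaperone and degradation genes 7 rose, HERPUD1 by 1.38 and ERN1 by 1.30, and 4 fell, PDIA6 by 0.41, SDF2L1 by 0.73, SEC61B by 0.27 and MANF by 0.24, all 4 positive when scaled to ACTB. The call of MANF ends without control replicate 1 or 3 or any 1 erastin plus tubacin replicate (adjusted p up to 0.117) and that of SEC61B without control replicate 2 (-0.23). HSPA5 had a value of -0.05. DNA replication genes fell, 29 of 30 (mean -1.19, 0.005 when scaled to ACTB), with UHRF1 down by 1.94, and so did all 28 mitosis genes (mean -1.36), with KIF20A down by 2.05. Scaling to ACTB adds 1.19 to the mitosis mean as well, which stays negative but becomes much smaller. Camera gave adjusted p = 5.08e-25 for the ATF4 and CHOP list, 9.69e-14 for NRF2, 4.18e-07 for heat shock, 5.08e-13 for hypoxia, 6.89e-05 for ferroptosis, 6.76e-25 for replication and 6.67e-26 for mitosis, all under 0.01 with an estimated correlation, and 0.256 for the ER list. In total 6929 genes changed (3124 higher, 3805 lower), 1178 of them at least 2-fold (550 higher, 628 lower). Scaling to ACTB, whose own value fell by 1.19, raises the median of all genes by 1.19 and gives 20144 changed genes (20082 higher, 62 lower), 15506 at least 2-fold (15497 higher, 9 lower). The paper states from its cluster analysis that the combination changed large groups of genes and that the changes with each drug alone were mild or few.

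**Figure D1:**
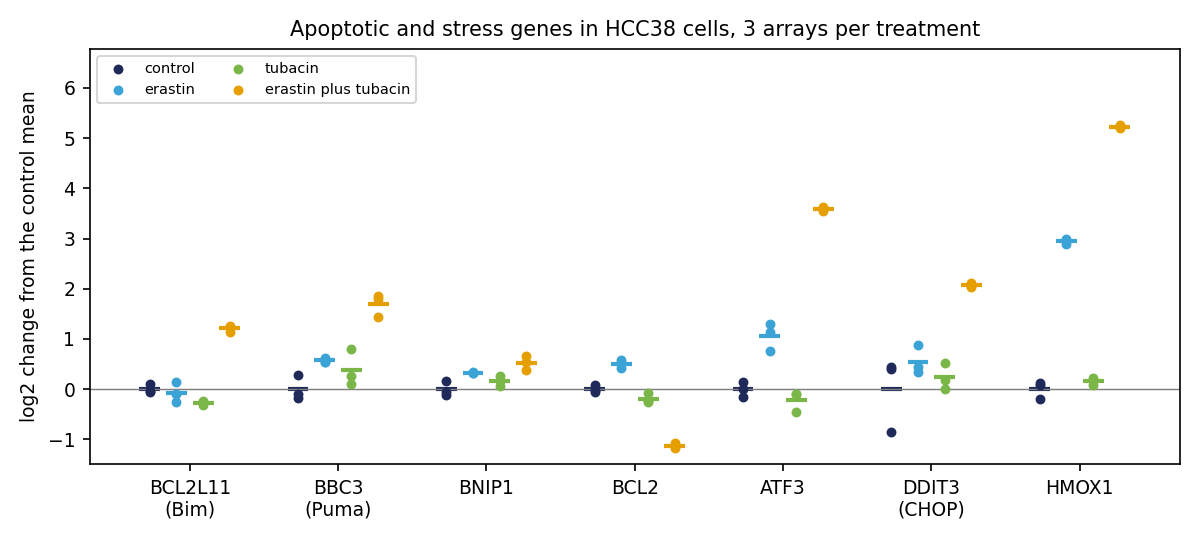
Values of apoptotic and stress genes on the log2 scale, minus the control mean, for 3 samples per treatment; each point is 1 array and each bar a mean. HMOX1 reached 5.23 and Bim 1.21 with erastin plus tubacin.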

GSEA revealed that the gene responses activated by erastin plus tubacin are similar to gene changes induced by photodynamic therapy (PDT) (Fig. 4B), which is a well-established cancer therapy to cause tumor ablation^39^. 

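Against erastin alone, erastin plus tubacin raised IL6R by 2.52 (SE 0.11), ATF3 by 2.52 (SE 0.15) and HMOX1 by 2.28 (SE 0.09), and lowered the immune checkpoint ligand CD274 by 2.39 (SE 0.14) and the sodium channel subunit SCNN1G by 2.34 (SE 0.10). Of 22 NRF2 targets 17 were higher than with erastin, and of 14 heat shock genes 12 were higher (adjusted p = 4.68e-13 and 5.17e-09; 0.00195 and 0.00189 with an estimated correlation). The 29 targets of ATF4 and CHOP split, with 9 higher, 10 lower and 10 that did not pass (adjusted p = 0.998). In this comparison 5753 genes changed (2502 higher, 3251 lower), 726 at least 2-fold (345 higher, 381 lower). Scaled to ACTB, which shifts the median by 1.09, the counts are 19926 (19891 higher, 35 lower) and 13708 (13703 higher, 5 lower). Against tubacin alone 6278 genes changed (2731 higher, 3547 lower), 999 at least 2-fold (451 higher, 548 lower). Scaled to ACTB, a shift of 1.01, the counts are 18976 (18899 higher, 77 lower) and 11281 (11265 higher, 16 lower). Of the 897 genes that rose with erastin alone, 484 also rose when erastin was added to tubacin, in samples not shared with the first comparison (111 if independent). Of the 994 that fell, 641 also fell (159 if independent). Of these 1891 genes, rises and falls together, 155 went the opposite way. For tubacin, 8 of the 23 genes that rose with it alone also rose when it was added to erastin (2.6 if independent). Of the 28 that fell, 18 also fell (4.1 if independent), and 13 of the 51 went the opposite way. All these comparisons take the spread of a gene from the same fit of 12 samples. Their calls are therefore not independent, and the numbers given for independence may be too low a mark. The gene sets of photodynamic therapy are not analysed here.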

RT-qPCR and immunoblotting data confirmed that apoptotic genes were strongly induced by the combination treatment, but not by either erastin or tubacin alone (Fig. 4C,D). Gene changes induced by erastin plus tubacin were similar in HDAC6-null cells in comparison with HDAC6 wild type cells (Fig. 4E,F). Taken together, the lethal gene response of tubacin plus erastin reiterated the potential of tubacin to confer cysteine-dependence in non-mesenchymal TNBC via an HDAC6-independent manner.

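HDAC6 itself fell by 0.36 (SE 0.09, adjusted p = 0.0128) with erastin plus tubacin, a value of 0.83 when scaled to ACTB, and had a value of -0.15 (adjusted p = 0.633) with tubacin alone. Of 10 measured histone deacetylases 3 rose, HDAC5 (2.01, SE 0.08), HDAC11 (0.65) and HDAC9 (0.43), and HDAC2 (-0.54) and HDAC7 (-0.41) fell besides HDAC6, both positive when scaled to ACTB. The call of HDAC6 ends without erastin plus tubacin replicate 2 (-0.30), and that of HDAC7 without control replicate 1 or erastin plus tubacin replicate 1 (-0.34 for each). Camera gave adjusted p = 0.925 for the list. The response to both drugs departed from the sum of the separate responses for 3371 genes (1388 higher, 1983 lower), by at least 2-fold for 700 (322 higher, 378 lower). CD274 shows this: its mean log2 value was 7.15 in control, 8.02 with erastin, 7.71 with tubacin and 5.63 with both, an interaction of -2.95 (SE 0.20). The interaction was positive for 12 of 22 NRF2 targets, 9 of 14 heat shock genes and 14 of 17 hypoxia genes (ALDOC had -0.61, 0.29 when scaled to ACTB), and negative for 29 of 30 DNA replication genes, MCM6 by 1.40 (not called when scaled to ACTB), and 24 of 28 mitosis genes. Camera gave adjusted p = 8.61e-12, 3.57e-09, 3.26e-11, 2.08e-28 and 9.33e-16 for these lists in turn, and 0.00278, 0.00177, 0.00177, 0.00191 and 0.00177 with an estimated correlation. Targets of ATF4 and CHOP split evenly, 7 with a positive and 7 with a negative interaction of 29 (adjusted p = 0.967); CHAC1 had -1.13, not called when scaled to ACTB, and PPP1R15A 1.72. Scaled to ACTB, which shifts the median interaction by 0.91, the counts are 9220 (9199 higher, 21 lower) and 8766 (8747 higher, 19 lower). This shift exceeds the mean interaction of the mitosis genes (-0.60), which turns positive, and takes up most of that of the DNA replication genes (-1.005). HDAC6-null cells are not analysed here.

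**Figure D2:**
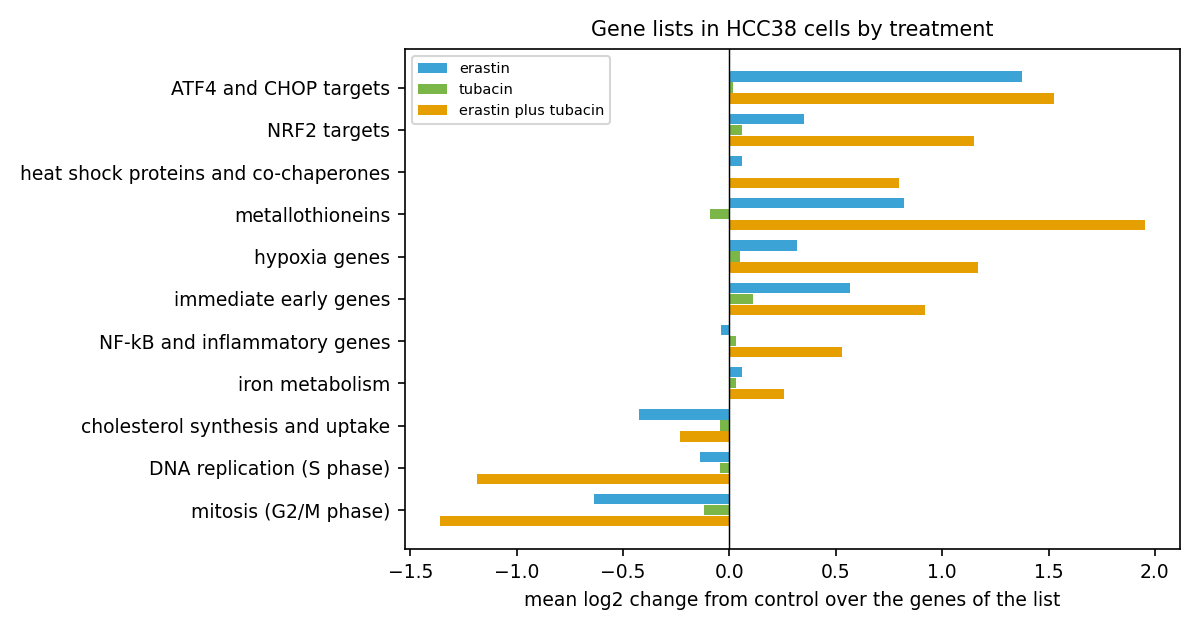
Mean log2 change from control over the genes of 11 lists, 1 bar per treatment; the ATF4 and CHOP targets have means of 1.38 with erastin and 1.52 with erastin plus tubacin.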

**Figure 4:**
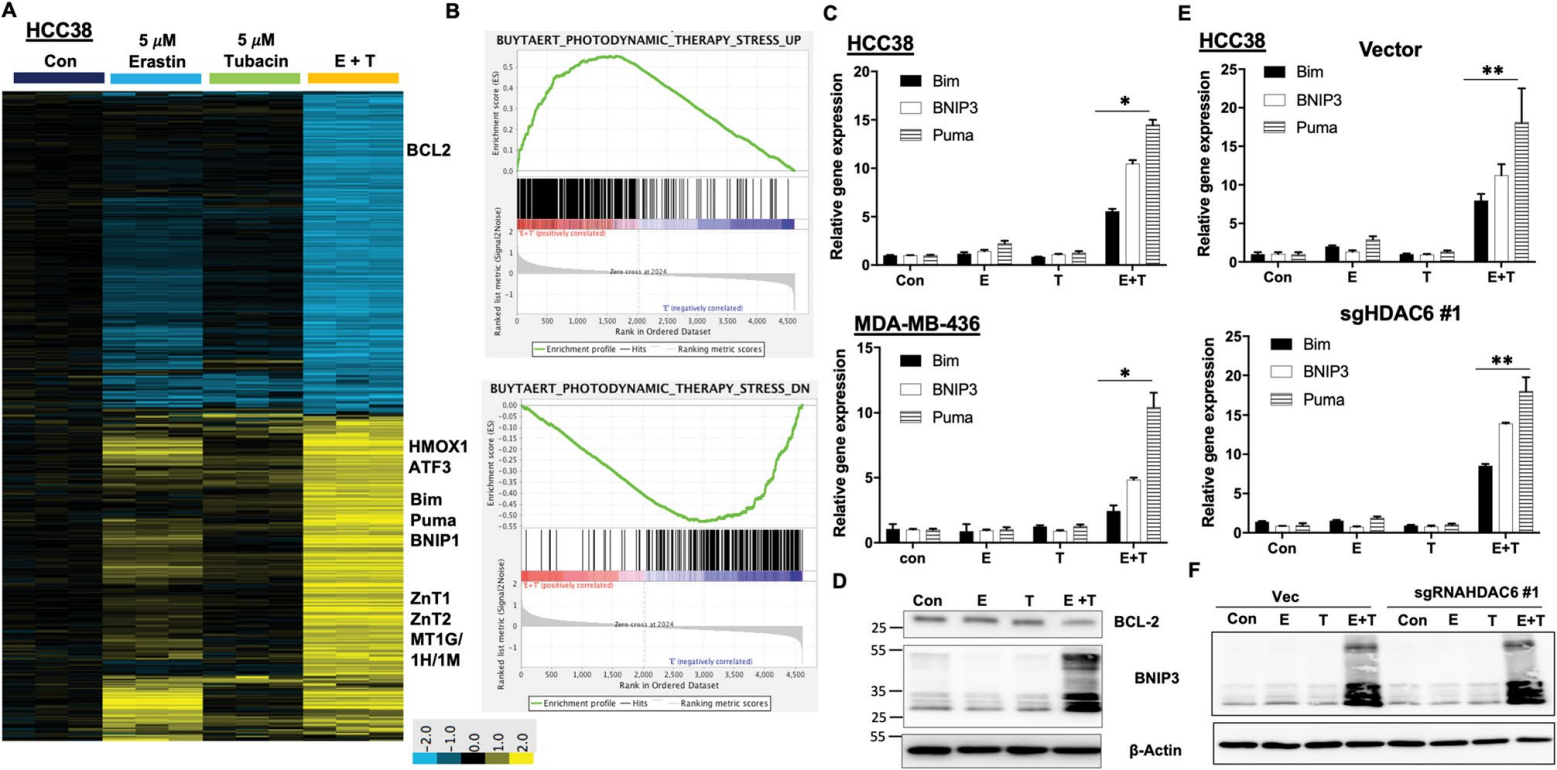
Tubacin synergizes with erastin to induce an extensive gene transcriptional response. **(A)** Heatmap cluster view of transcriptional profiling in HCC38 cells under treatments of either control (Con), 5 μM erastin (E), 5 μM tubacin (T), or combination of erastin and tubacin (E + T) for 24 h. **(B)** Gene enrichment of GSEA analysis in the gene expression profile induced by E + T. **(C)** RT-qPCR analysis of apoptotic gene expression in HCC38 and MDA-MB-436 (n = 3; *p < 0.001) cells treated as (**A**). **(D)** Immunoblot analysis of BCL-2 and BNIP3 protein expression in HCC38 cells. **(E)** RT-qPCR analysis of apoptotic gene expression (^#^p < 0.0001) in HCC38 Vector and gHDAC6 #1 cells treated as (**A**). **(F)** Immunoblot analysis of BNIP3 protein expression in HCC38 Vec and gHDAC6 #1 cells.

### Tubacin synergizes with erastin to induce cellular zinc response

Ferroptosis is an iron-dependent cell death that is able to be induced by erastin. 

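With erastin plus tubacin, 9 of 37 measured genes of iron metabolism rose, 4 fell and 24 did not pass, with the same counts when adjusted over the list alone. Of all genes, 31.3% changed in this comparison. Besides HMOX1, which releases iron from heme, the genes that rose were biliverdin reductase BLVRB (1.71, SE 0.09), ferrochelatase FECH (0.98), the ferric reductase CYBRD1 (0.90), ferritin light chain FTL (0.74), hephaestin HEPH (0.71), HFE (0.39), the iron exporter SLC40A1 (0.38) and the transferrin receptor TFRC (0.33). The genes that fell were STEAP2 (-0.70, SE 0.09), CISD1 (-0.35), ISCU (-0.30) and CISD2 (-0.26), and all 4 values turn positive when scaled to ACTB. With erastin alone HMOX1 rose and HFE (-0.53), BLVRA (-0.44) and CISD2 (-0.39) fell. With tubacin alone TFRC had a value of 0.38 (adjusted p = 0.112) and CYBRD1 one of 0.43 (adjusted p = 0.134). Both are called with the dim filter (0.0234 and 0.0343), with trend and robust moderation (0.00356 and 0.0151) and by the methods' t-test unadjusted (0.00657 and 0.019). As a group the list had a mean of 0.26 and a median of -0.01 with both drugs, and camera did not call it against the other genes (adjusted p = 0.167; 0.244 with an estimated correlation), while fry, which tests the list by itself, did (adjusted p = 1.16e-06). With erastin alone the list gave adjusted p = 0.865. With both drugs the calls of HFE (0.30 to 0.34 without control or erastin plus tubacin replicate 1), SLC40A1 (0.33 to 0.40 without control replicate 1 or 3 or erastin plus tubacin replicate 2 or 3) and CISD2 (-0.20 to -0.25 without control replicate 2 or 3 or erastin plus tubacin replicate 3) end without 1 sample, and that of ISCU without most. With erastin alone those of HFE (-0.47 to -0.50 without control replicate 2 or 3 or erastin replicate 2), CISD2 (-0.35 without erastin replicate 2) and BLVRA (without most single samples) do, and all 3 end when scaled to ACTB. Ferritin heavy chain FTH1 is not listed in the annotation used and is not used here.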

In our gene expression profiling, gene changes involved in iron metabolism were not observed. 

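The zinc exporter ZnT1 (SLC30A1) had a log2 value of 8.97 ± 0.03 (SD) in control and 10.63 ± 0.06 with erastin plus tubacin, a rise of 1.66 (SE 0.07, adjusted p = 7.63e-08), and ZnT2 (SLC30A2) rose by 3.31 (SE 0.17, adjusted p = 2.54e-07). The metallothioneins MT1G, MT1M and MT1H, which bind zinc, rose by 4.86 (SE 0.23), 4.00 (SE 0.13) and 3.82 (SE 0.40), each in 3 of 3 samples. MT1H started from 2.34 ± 0.69 in control and had 2.04 with tubacin, levels below the median of the probe sets and not shown to be above background, so the sizes of its changes are uncertain. Of 11 metallothioneins 8 rose, also MT1F (2.78), MT1E (2.26), MT1X (1.64), MT1L (1.35) and MT2A (0.57), and MT1B, MT3 and MT4 did not pass. With erastin alone ZnT1 rose by 0.62, ZnT2 by 1.22, MT1G by 2.77, MT1M by 1.69, MT1F by 1.48 and MT1X by 0.61, while MT1H had a value of 1.03 (adjusted p = 0.162; 0.0329 when scaled to ACTB, where the calls of ZnT1 and MT1X end). With tubacin alone ZnT1, ZnT2 and MT1G had values of 0.04, 0.13 and -0.14 (adjusted p = 0.901, 0.852 and 0.889). The change with both drugs exceeded the sum of the separate changes by 1.00 for ZnT1, 1.96 for ZnT2, 2.23 for MT1G and 2.69 for MT1M, and also for MT1H, by an uncertain amount. Camera called the metallothioneins with both drugs (adjusted p = 1.38e-07; 0.00207 with an estimated correlation) and with erastin alone (1.17e-06; 0.0037 with an estimated correlation). Of the 10 SLC30 exporters SLC30A4 (-0.28) and SLC30A5 (-0.22) fell, calls that most alternatives lose and that turn positive when scaled to ACTB, and the list was not called (adjusted p = 0.292; 0.338 with an estimated correlation; 2.79e-06 with fry). Of 14 SLC39 importers SLC39A11 rose (0.34, lost without most single samples), and SLC39A10 (-0.94), SLC39A3 (-0.92) and SLC39A9 (-0.36) fell, positive when scaled to ACTB (adjusted p = 0.459).

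**Figure D3:**
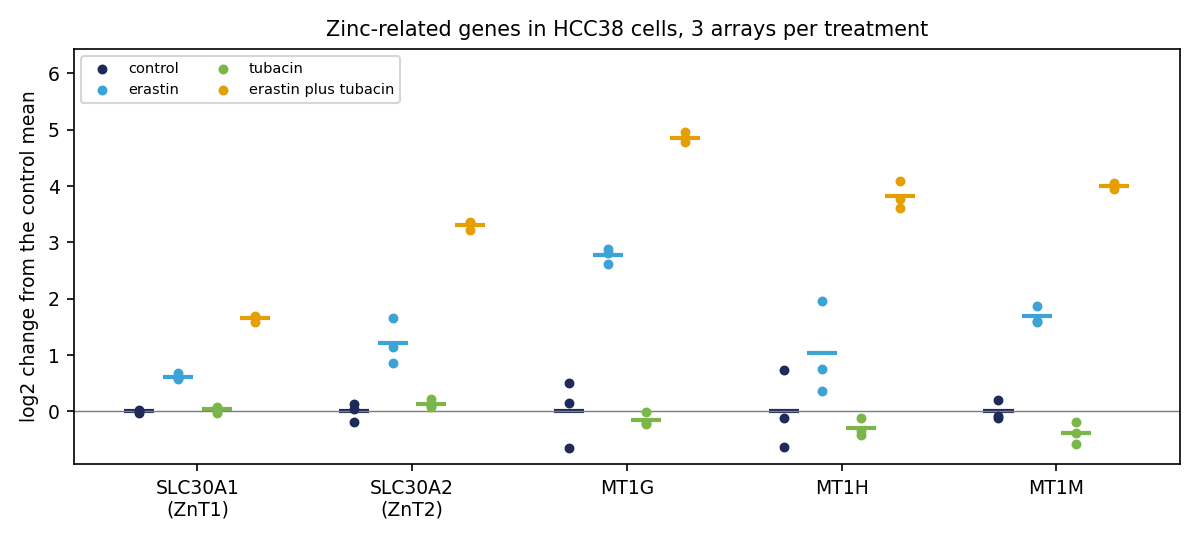
Values of zinc transporter and metallothionein genes on the log2 scale, minus the control mean, for 3 samples per treatment; each point is 1 array and each bar a mean. MT1G reached 4.86 with erastin plus tubacin and 2.77 with erastin.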

Interestingly, the genes involved in zinc transport, ZnT1 and ZnT2, as well as the genes related to zinc storage, metallothioneins MT1G/1H/1 M, were highly induced by erastin plus tubacin (Fig. 4A). RT-qPCR confirmed that these zinc-related genes were strongly induced by erastin plus tubacin, but not by either erastin or tubacin alone (Fig. 5A,B). Similarly, CAY10603 in combination with erastin strongly activated the zinc-related gene response (Fig. 5C). Zinc is known to cause ROS production and induce a mixed type of cell death, including apoptosis and necrosis^40,41^. Therefore, we examined whether the level of zinc is altered by erastin plus tubacin. Indeed, FluoZin™-3, a Zn^2+^-selective indicator, detected that the level of labile zinc was highly increased in cells by erastin and tubacin, but not significantly by either erastin or tubacin alone (Fig. 5D and Fig. S4A). Labile zinc mostly accumulated in the nucleus, as it co-localized with nuclear DNA. The total cellular amount of zinc measured by ICP-OES, including both labile and bound zinc, was not significantly altered under any treatments (Fig. 5E), indicating that the labile zinc originated from zinc cellular proteins or compartments; it was not imported from culture media. However, chelation of labile zinc with TPEN^42^ did not protect cells from cell death induced by erastin plus tubacin (Fig. 5F and Fig. S4B), indicating that labile zinc is not the causative agent of cell death.

**Figure 5:**
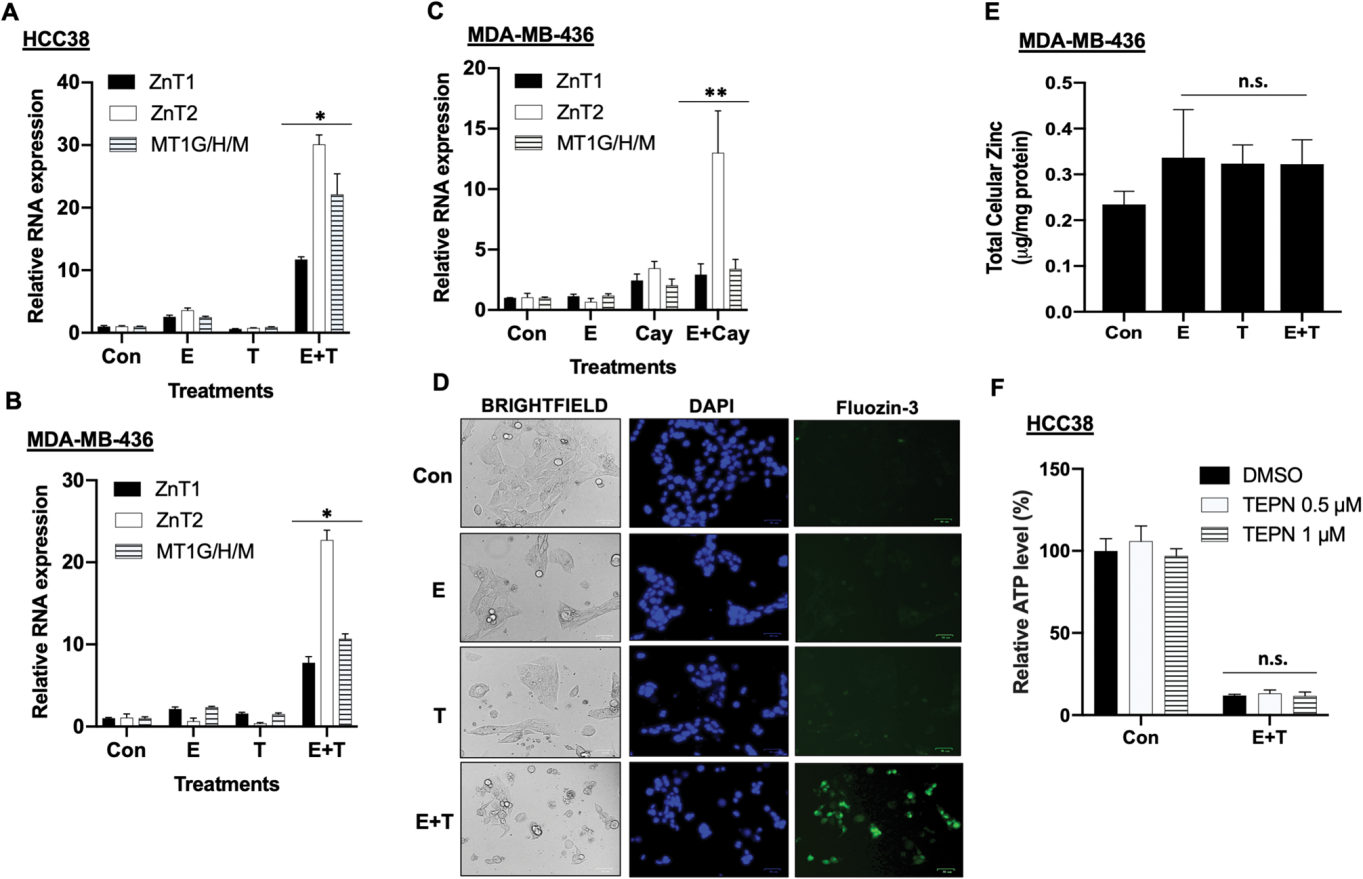
The zinc-related gene response is triggered by erastin plus tubacin. **(A,B)** RT-qPCR analysis of zinc-related gene expression (n = 3; *p < 0.005) in HCC38 cells (**A**; 24 h) and MDA-MB-436 (**B**; 36 h) under treatments of either control (Con), 5 μM erastin (E), 5 μM tubacin (T), or erastin plus tubacin (E + T). **(C)** RT-qPCR analysis of zinc-related gene expression (n = 3; **p < 0.005) in MDA-MB-436 (36 h) under treatments of either control (Con), 5 μM erastin (E), 5 μM Cay10603 (Cay), or erastin plus Cay10603 (E + Cay). **(D)** Live cell imaging of HCC38 cells that were treated as (**A**) for 18 h and stained by Fluozin-3 and DAPI (Hoechst 33342). The size of the scale bar is 100 μm. **(E)** Total cellular zinc was measured by ICP-AES analysis (n = 3; n.s., not significant) in MDA-MB-436 cells under either control (Con), 5 μM erastin (E), 5 μM tubacin (T), or erastin plus tubacin (E + T) treatments for 24 h. **(F)** Relative cell viability of HCC38 cells under either control or E + T with different concentrations of TPEN for 48 h (n = 3; n.s., not significant).

### Inhibition of PKC suppresses the synthetic lethality of tubacin

Considering that zinc functions as a structural or modulatory component of many regulatory and signaling proteins^43,44^, the increase of labile zinc in cells is probably an indication of cellular protein function or signaling alterations. Particularly, zinc release from protein kinase C (PKC) is a common event during PKC activation by reactive oxygen species (ROS) during cell death^45,46^. Therefore, we examined the role of PKC in the synthetic lethality of tubacin. We found that Gö 6983, a PKC inhibitor with a broad inhibitory spectrum^47^, rescued cells from cell death induced by erastin and tubacin, while Gö 6976, a selective inhibitor of PKC $$\alpha/\beta$$, had no protective role (Fig. 6A and Fig. S5A). Immunoblotting and RT-qPCR analysis confirmed that Gö 6983 abolished phosphorylation of PKC substrates and the induction of cell death genes induced by erastin plus tubacin (Fig. 6B,C and Fig. S5B). Moreover, Gö 6983 significantly suppressed the zinc-related gene response and decreased labile zinc in cells (Fig. 6D,E and Fig. S5C). These results suggested that activation of PKC, but not PKC $$\alpha/\beta$$, is required for the tubacin-mediated cell death.

**Figure 6:**
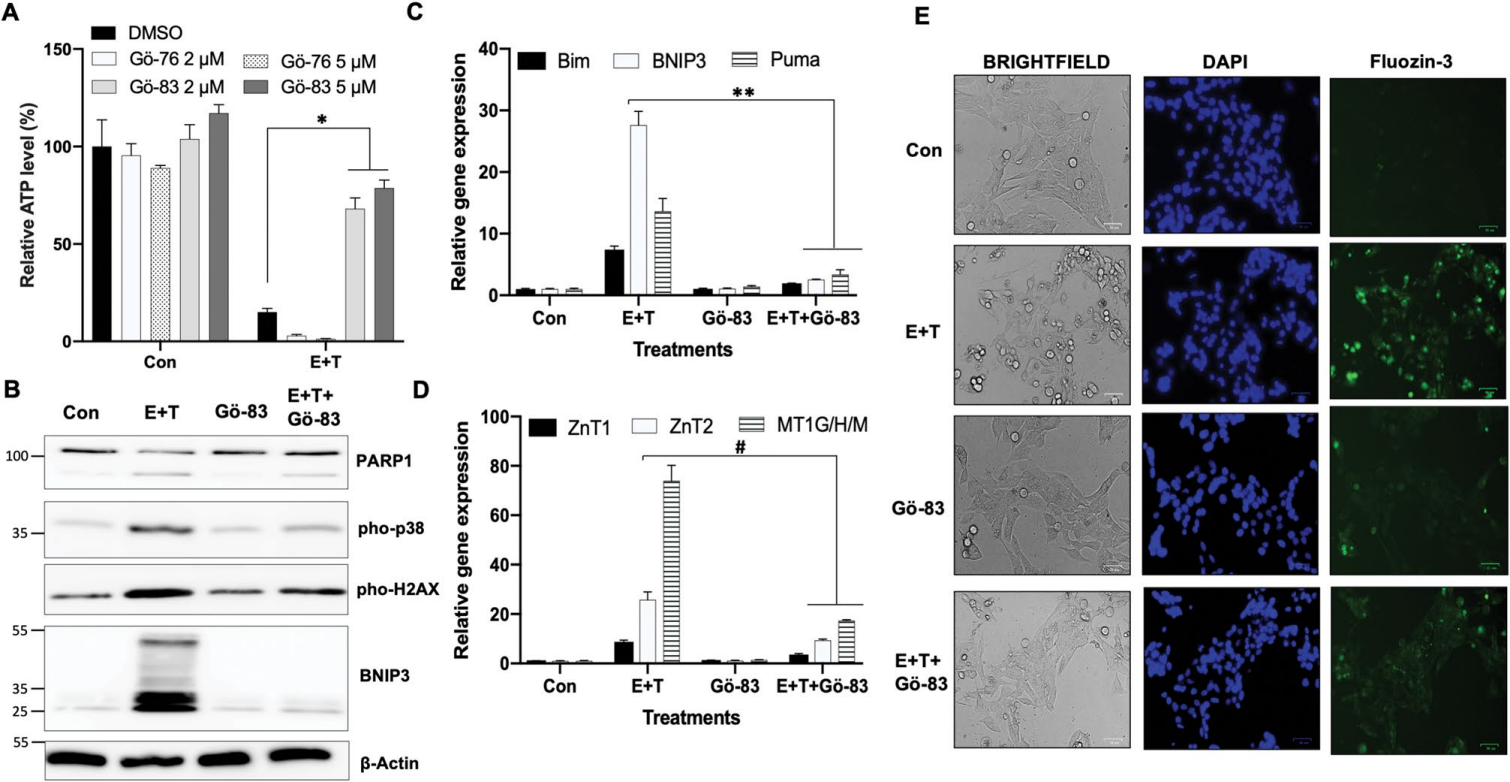
Inhibition of PKC suppresses increase of labile zinc and cell death. **(A)** Relative cell survival of HCC38 cells under either control or 5 μM erastin and 5 μM tubacin (E + T) treatments with or without PKC inhibitor Gö 6976 or Gö 6983 for 72 h (n = 3; *p < 0.005). **(B)** Western blot analysis in HCC38 cells that were treated as (**A**) for 24 h. **(C,D)** RT-qPCR expression analysis of apoptotic genes (**C**; **p < 0.001) and zinc-related genes (**D**; ^#^p < 0.0001). **(E)** Living cell imaging of HCC38 cells that were treated as (**A**) for 18 h and stained by Fluozin-3 and DAPI (Hoechst 33342). The size of the scale bar is 50 μm.

### PKCγ is required for the tubacin-mediated synthetic lethality

To examine which member of PKC family is required for the synthetic lethality of tubacin, two additional PKC inhibitors, bisindolylmaleimide I and sotrastaurin, with slightly different inhibitory spectrums were used. Similar to Gö 6983, bisindolylmaleimide I strongly protected cells from cell death induced by erastin plus tubacin, but sotrastaurin did not (Fig. 7A,B). Based on the protective role and inhibitory spectrums of various PKC inhibitors, PKCγ stood out as the candidate kinase since it is inhibited by Gö 6983 and bisindolylmaleimide I, but not by Gö 6976 and sotrastaurin. Additionally, PKCγ was transiently phosphorylated in the early phase and associated with the phosphorylation of PKC substrates during the erastin plus tubacin treatment. On the other hand, the phosphorylation of PKC δ/θ occurred in the later phase (Fig. 7C). Knockdown of PKCγ by shPKCγ significantly alleviated cell death induced by erastin plus tubacin in non-mesenchymal TNBC cells (Fig. 7D,F and Fig. S6A). Consistent with the protective role of PKCγ, its knockdown suppressed induction of cell death markers (PARP1, pho-H2AX, and BNIP3) (Fig. 7E and Fig. S6A,B). Taken together, activation of PKCγ is required for the synthetic lethality of tubacin.

**Figure 7:**
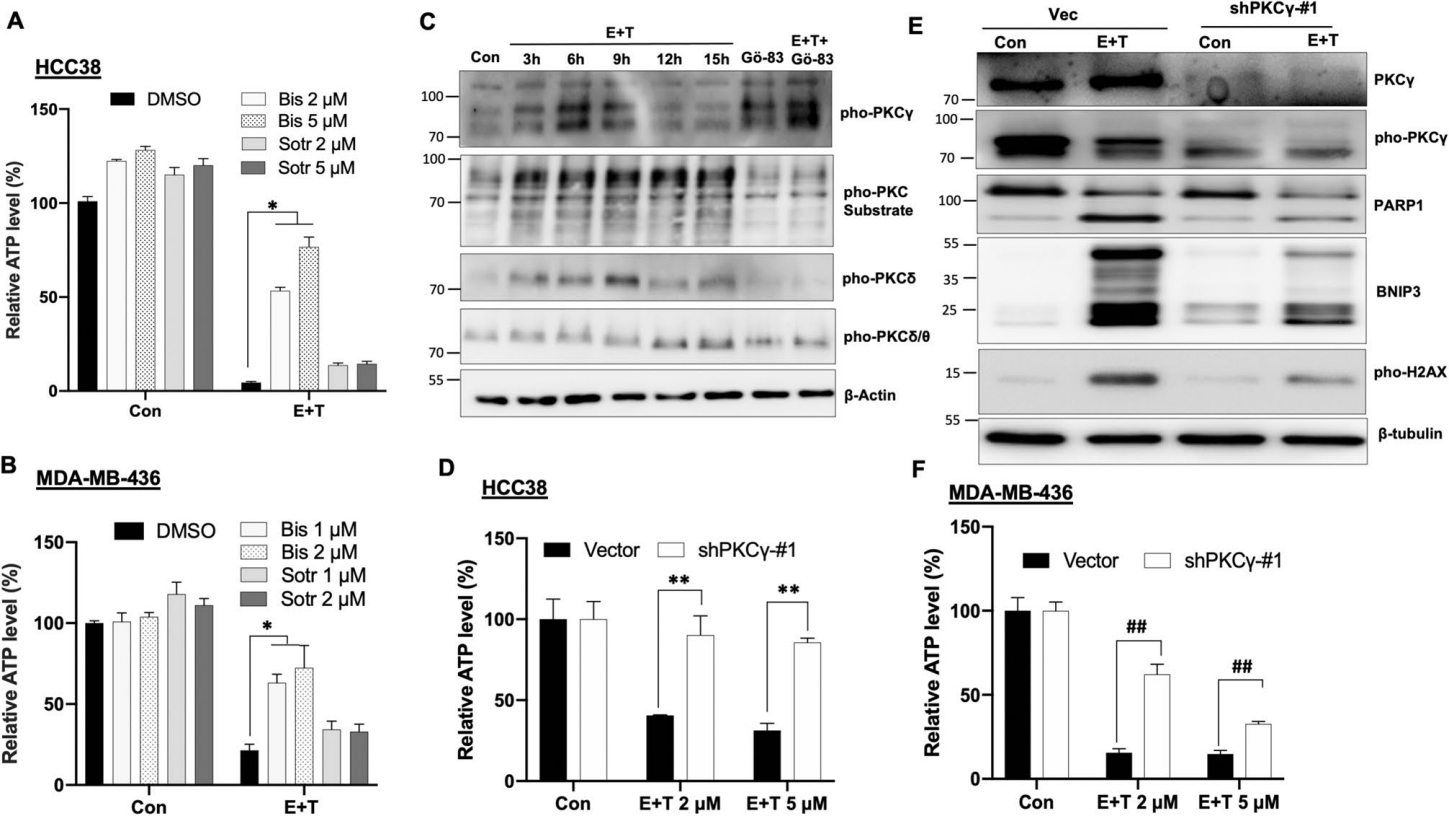
PKCγ is required for the tubacin-mediated cell death. **(A,B)** Relative cell survival of HCC38 (**A;** n = 3; *p < 0.001) and MDA-MB-436 (**B;** n = 3; *p < 0.005) under either control (Con) or 5 μM erastin plus 5 μM tubacin (E + T) treatments with or without PKC inhibitors bisindolylmaleimideI (Bis) or sotrastaurin (Sotr) for 72 h. **(C)** Immunoblotting protein analysis in MDA-MB-436 cells under either Con or E + T treatments with or without Gö 6983 for indicated times. **(D)** Cell viability of HCC38 Vec and shPKCγ-#1cells under either Con, or erastin (5 μM) plus different doses of tubacin for 48 h (n = 4; **p < 0.01). **(E)** Immunoblotting protein analysis in HCC38 Vec and shPKCγ-#1cells under either Con or erastin plus tubacin for 24 h. **(F)** Cell viability of MDA-MB-436 Vec and shPKCγ-#1 cells under either Con or erastin (5 μM) with different doses of tubacin for 72 h (n = 4; ^**##**^p < 0.01).

## Discussion

TNBC is the most challenging subtype of breast cancer and overall its survival rate is low^48^. Developing novel and precise targeted therapies is urgently needed. Targeting cancer metabolism emerges as a promising strategy to treat some cancers with metabolic deregulations. Particularly, cysteine depletion can eradicate a subset of TNBC with highly mesenchymal states (EMT)^49^. However, many TNBCs with epithelial features, as well as luminal breast cancers are cysteine-independent and unresponsive to cysteine deprivation. Epigenetic alterations can change tumor identity, metabolism, heterogeneity, and result in drug resistances in cancer^35,37^. Many epigenetic activators or inhibitors are employed as therapeutic adjuvants to enhance chemotherapy efficacy and overcome drug resistance^32,33^. In line with these ideas, we identified that HDAC6 inhibitors sensitize non-mesenchymal TNBC cells and some luminal cancer cells to cysteine deprivation.

HDAC6 is a unique member of the HDAC family that can regulate cell proliferation, metastasis, and invasion in tumors, and can also drive tumor progression and confer drug resistance in some cancers^50–53^. Although HDAC6 is likely a reasonable molecular target in our context, we have shown that knockout of HDAC6 protein expression does not mimic the effects of HDAC6 inhibitors; endogenous HDAC6 removal does not synergize with erastin to induce cell death in the non-mesenchymal TNBC. These suggest that the synergistic effect of HDAC6 inhibitors occurs via a new cellular molecule or pathway that is entirely independent of HDAC6. We aim in future studies to identify such genes or pathways as they can be valuable direct targets to be exploited in combination with cysteine deprivation for cancer treatment.

Although the intrinsic target of HDAC6 inhibitors in this study remains unknown, we found that tubacin plus erastin triggered many stress and apoptotic gene responses, one of which mimics the gene response of photodynamic therapy (PDT)^39^. The synthetic lethality of tubacin exhibited as a mixed type of cell death, including apoptosis, necroptosis, and ferroptosis. Ferroptosis is an iron-dependent cell death driven by lipid peroxidation with necrotic features^54–56^. Our transcriptional profiling data didn’t show any iron-related gene response; instead, the expression of several zinc-related genes and the increase of labile zinc was prominently induced by erastin plus tubacin.

Zinc is a trace but essential metal micronutrient and is integral to many enzymes and regulatory proteins, and functions as a signaling messenger in cells^57,58^. Although cellular zinc homeostasis is disturbed by tubacin plus erastin, we observed that the total amount of zinc, including labile and bound forms, was not significantly changed in treated cells; also, chelation of labile zinc didn’t protect cells from death. These suggested that labile zinc is not the direct causative agent for cell death, instead, it is an indicator of intracellular signaling perturbations. It’s known that reactive oxygen species (ROS) can cause zinc releasing from oxidized metallothioneins and zinc-fingers of abnormal proteins^59^. For example, activation of PKC $$\alpha /\beta$$ by ROS can release zinc directly from PKC $$\alpha /\beta$$ zinc fingers into the cytoplasm^45,46^. Indeed, inhibition of PKC abolished the release of labile zinc and cell death in our study. Specifically, activation of PKCγ is required for the synthetic lethality of tubacin. As one of the conventional PKC isozymes, PKCγ is mainly present in the brain and has rarely been explored in studies on cancer^60^. Recent studies showed that activation of PKCγ increases the migratory capacity of colon cancer^61,62^. Our study identified a new role of PKCγ in breast cancer, whereby the PKCγ signaling mediates the synthetic lethality of tubacin in non-mesenchymal TNBC cells.

Taken together, many TNBC cells are non-mesenchymal and cysteine-independent. HDAC6 inhibitors identified in our study, particularly tubacin, can overcome the resistance of cysteine deprivation in non-mesenchymal TNBC and promote the synthetic lethality of cysteine deprivation. These inhibitors execute their lethal effects independent of their canonical target, the HDAC6 protein. Instead, HDAC6 inhibitors, in synergism with erastin, trigger an extensive gene transcriptional program to induce cell death via the PKCγ signaling. HDAC6 inhibitors will be immensely valuable as adjuvants in the application of targeted cysteine-dependence therapy to treat various types of breast cancer.

## Methods

### Cell culture and reagents

All breast tumor cells and 293 T cells were purchased from ATCC and maintained as per standard protocols in an incubator with 95% humidity and 5% CO_2_ at 37 °C. Cells were cultured in DMEM with 10% heat-inactivated fetal bovine serum (FBS) and 1% penicillin–streptomycin. Cysteine deficient medium was prepared according to the previous report^63^. MCF10A cells were maintained as per a standard protocol of ATCC and cultured in MEGM supplemented with MEGM bullet kit. Erastin, selective HDAC6 inhibitors tubacin, tubastatin A, and CAY10603, Myriocin, and the metal chelator *N*, *N*, *N′*, *N′*-tetrakis (2-pyridylmethyl) ethylenediamine (TEPN) were obtained from Cayman Chemicals (Ann Arbor, Michigan, US); Z-VAD-FMK, necrostatin-1, and ferrostatin-1 were purchased from Calbiochem Research Biochemicals (Sigma). The molecular probe FluoZin-3 was purchased from Thermo Fisher Scientific. All antibodies used in this study were listed in supplementary table 1.

### Epigenetic compound library screening

The epigenetic compound library screening was performed in TNBC HCC38 and luminal T47D cancer cells. 140 inhibitors of epigenetic regulators were included in the compound library (Cayman chemical). Briefly, cells were seeded in two sets of 96-well plates under either cysteine-rich or cysteine depleted conditions. Each epigenetic compound at the final concentration of 2 μM was applied to these cells. Cell viability was determined at 72 h using the CellTiter-Glo assay kit (Promega).

### Lentiviral cell infection

Viral particles were generated in 293T cells by transfecting lentiviral packaging plasmids using Lipofectamine 3000 (ThermoFisher Scientific) and collected from cell media after 48 h. The targeted cells were infected for 48 h by indicated viruses and further selected by either puromycin or blasticidin (Cayman chemical). The pLentiCRISPR-v2-HDAC6 was purchased from GenScript with the targeting sgRNA sequence 5’-CAGTGCTACAGTCTCGCAC. Independent HDAC6-null cell clones were isolated based on the complete deletion of HDAC6 protein expression and increased acetylation of tubulin. All shRNAs targeting *HDAC6* and *PKC*γ genes were purchased from Sigma. The pLKO1.0 plasmid was used as a control vector for infection.

### Gene expression profiling and geneset enrichment analysis (GSEA)

The gene expression profile in HCC38 cells treated with either control, erastin, tubacin, or erastin plus tubacin in triplicate for 24 h was analyzed by the GeneChip™ Human Gene 2.1 ST 24-Array Plate (ThermoFisher Scientific). The data were deposited in the GEO database (GSE154425). Probe intensities were normalized by RMA module. Gene expression changes in treated HCC38 cells were derived by zero-transformation (Δlog_2_) against those in the control condition. Probe sets that varied by twofold in at least 3 samples were selected for hierarchical clustering. 

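By this rule, with changes taken from the control mean, 2887 probe sets varied by 2-fold in at least 3 samples, and 988 of these carry a single gene symbol. All 3 samples of a group were at least 2-fold higher for 147 probe sets with erastin, 50 with tubacin and 593 with erastin plus tubacin, and at least 2-fold lower for 69, 45 and 621. Among probe sets with a single symbol the numbers were 66, 2 and 389 higher and 17, 6 and 441 lower, genes such as HMOX1 among the first and BCL2 among the second. The count is 1729, 1740 or 1768 without erastin plus tubacin replicate 1, 2 or 3, and 25382 when each array is scaled to ACTB. With a sample left out the rule still asks for 3 samples. A probe set changed only with erastin plus tubacin then drops out by construction. The rule has no test, so spread between samples enters the count.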

The pathway enrichment was analyzed by Gene Set Enrichment Analysis (GSEA) module using the G2 annotated-genesets with default criteria of 1000 permutations.

### RNA extraction and real-time RT-PCR

RNA was extracted from cells by RNeasy kit (Invitrogen). Total RNA (2 µg) was reverse-transcribed to cDNA and the quantitative PCR was performed using SYBR Green PCR master mixture (Applied Biosystems). The relative difference in gene expression was normalized with the Actin B gene expression using the ΔΔCT method. All primers in this study were listed in supplementary table 2.

### Protein immunoblotting analysis

Proteins were extracted from cells using RIPA extraction and lysis buffer (Sigma) with the protease and phosphatase inhibitor cocktail (ThermoFisher Scientific). Protein concentrations were determined by BCA protein assay. Equal amounts of protein were loaded for immunoblot analysis. Signals were detected by the ECL plus Western blotting detection system (Amersham) and visualized by LAS-4000 lumino image analyzer.

### Cell viability and cytotoxicity

Cell viability was measured by either counting of trypan blue negative cells, relative ATP levels using CellTiter-Glo assay kit (Promega), or evaluation by crystal violet staining. Cell cytotoxicity was measured as protease release using CytoTox-Fluor cytotoxicity assay kit (Promega).

### Clonogenic assay

Cells were seeded at a density of 5 × 10^3^ cells per well in 12-well plates and incubated for two days. Then, the cells were treated with drugs for three days, and replaced with fresh culture medium for additional two or three weeks at 37 °C. Finally, colonies were stained with 1% crystal violet at room temperature.

### Microscopic imaging

To analyze intracellular zinc levels, 7 × 10^3^ cells were seeded in the 96-well plate under various treatments. At the end, cells were stained by a 2 μM FluoZin-3 molecular probe (ThermoFisher Scientific) at 37 °C for 30 min. Dialyzed FBS medium was used to ensure that the medium was zinc-free. Additionally, cells were also stained by 1 µM of 4′,6-diamidino-2-phenylindole (DAPI) for 5 min. Cells were then imaged by ZOE™ Fluorescent Cell Imager microscopy.

### Cellular zinc level measurement

Total cellular zinc, including labile and bound zinc, was determined by ICP-OES (CHORI Elemental Analysis Facility)^64^. Briefly, 3 × 10^6^ HCC38 cells under different treatments were collected and fully dissolved in 0.25 mL OmniTrace 70% HNO_3_ (EMD Chemicals) by microwave digestion. Samples were diluted to 5% HNO_3_ with OmniTrace water and analyzed with the use of a Vista Pro ICP-OES (Varian Vista Pro). Zinc was measured at the 213-nm wavelength with a detection range between 0.005 and 5 ppm. All associated reagents and plasticware were certified as trace metal-free or tested for trace metal contamination. Zinc concentrations were normalized by total protein mass. All samples were analyzed in triplicate.

### Statistical analyses

The significance of differences between groups was determined using a *t* test. Statistical analysis was performed using GraphPad Prism version 8.3.1, GraphPad Software, San Diego, California USA, www.graphpad.com. A *p*-value < 0.05 was considered statistically significant. Data were presented in figures as mean ± standard deviation (SD).

## Supplementary Information

Supplementary Information.

## Data Availability

The datasets generated in the current study are available in the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/).

# Supplementary material for: HDAC6 inhibitors sensitize non-mesenchymal triple-negative breast cancer cells to cysteine deprivation
**Source:** Sci Rep. 2021 May 26;11:10956. doi: 10.1038/s41598-021-90527-6
**Supplement:** Supplementary file 1 — Supplementary Information.

HDAC6 inhibitors sensitize non-mesenchymal triple-negative breast cancer cells to cysteine deprivation

Tahiyat Alothaim¹, Morgan Charbonneau¹, Xiaohu Tang^{1, 2}

Conflict of Interest: The authors have declared no conflict of interests for this study.

Running title: Tubacin synergizes with erastin to eradicate TNBC

Supplementary Figure Legends

Figure S1. Cysteine-dependence associates with epithelial-mesenchymal transition (EMT) in TNBC

(A) Heatmap cluster viewing of gene expression in epithelial and mesenchymal TNBCs (The data from GSE69017).

(B) Gene enrichment of luminal tumor associated genes in epithelial TNBCs by Gene sets enrich analysis (GSEA).

(C) RT-qPCR analysis of indicated genes in luminal tumor cells, mesenchymal and non-mesenchymal TNBCs.

(D) Cell cytotoxicity of TNBC cells (Mesenchymal: MDA-MB-231 and HBL100; Non-mesenchymal: HCC70 and HCC38;) was measured by relative protease releasing under either control or 5 μ M erastin treatments for 20 hrs (n=3; *, p<0.001) or crystal violet staining (3 days).

Figure S2. Epigenetic compound library screening identifies HDAC6 inhibitors as sensitizers of cysteine depletion in the non-mesenchymal TNBC

(A) Relative cell survival was measured by relative ATP level in MDA-MB-436 cells under either control (Con), 5 μ M erastin (E), 5 μ M tubacin (T), or erastin plus tubacin (E+T) treatments for 72 hrs (n=3; *, p<0.001). The cell viability was also assessed by crystal violet staining.

(B) Cell viability of HCC70 was assessed by crystal violet staining after exposure to the control, 5 μ M erastin, 5 μ M tubacin, or E+T for 72 hrs.

(C) Cell viability was measured by relative ATP level in luminal MDA-MB-361 and SUM-52, and HER2 positive SKBR3 with the similar treatments to **(A)** for 72 hrs (n=3; #, p<0.05).

(D) Relative cell survival of MDA-MB-436 was measured by CellTiter-Glo assay or assessed by crystal violet staining under either control, 5 μ M erastin, or in combination with Cay10603 (n=3; **, p<0.001) treatments for 72 hrs.

(E) Cologenic growth of T47D, MDA-MB-436, and HCC38 under either control (Con), 5 μ M erastin (E), 5 μ M tubacin (T), or erastin plus tubacin (E+T) treatments.

(F) Relative cell viability was measured by relative ATP level in MCF10A under either control (Con), 5 μ M erastin (E), 5 μ M tubacin (T), or erastin plus tubacin (E+T) treatments for 72 hrs (n=3). The cell viability was also assessed by crystal violet staining.

Figure S3. Knockdown of HDAC6 expression does not mimic tubacin-mediated synthetic-lethality

(A, B, C) Immunoblotting analysis (Upper panel) of HDAC6 and acetylated tubulin in **(A)** HCC38, **(B)** MDA-MB-436, and **(C)** luminal T47D infected either with the empty pLKO vector (Vec) and different shHDAC6 constructs; Relative cell survival (Lower panel) was measured by relative ATP level in indicated cells under either control (Con) or erastin treatments for 72 hrs (n=3).

(D, E) Cell viability was measured by relative ATP level in HCC38 **(D; 48 hrs)** and MDA-MB-436 **(E; 72 hrs)** cells under either control or erastin plus indicated concentrations of myriocin (Myr; 10 or 20 μ M) treatments.

Figure S4. Erastin plus tubacin increases cellular labile zinc

(A) Living cell imaging of MDA-MB-436 cells that was stained by FluoZin-3 and DAPI (Hoechst 33342) under the similar treatments to **(A)** for 18 hrs. The size of scale bar is 50 μ m (n=3).

(B) Cell survival was measured by relative ATP level in MDA-MB-436 cells under either control or 3 μ M of zinc chelator (TEPN) in combination with erastin plus tubacin after 72 hrs (n=3).

Figure S5. PKC activation is required for the tubacin-mediated cell death and labile zinc increasing

(A) Relative cell survival was measured by the ATP level in MDA-MB-436 under either control or 5 μ M erastin plus 5 μ M tubacin (E+T) treatments with or without different doses of PKC inhibitor Gö 6976 or Gö 6983 for 72 hrs (n=3; *, p<0.005).

(B) Immunoblot analysis of phosphorylated PKC (Pho-PKC) substrates in HCC38 cells under the similar treatments to **(A)** for 22 hrs.

(C) Living cell imaging of HCC38 cells that was stained by FluoZin-3 and DAPI (Hoechst 33342) under either E+T, or E+T with 5 μ M Gö 6983 treatments for 18 hrs. The scale bar represents 30 μ m.

Figure S6. PKC γ is required for the tubacin-mediated synthetic lethality

(A) Immunoblot analysis of PKC γ and death markers (PARP1, pho-H2AX) in HCC38 pLKO vector (Vec) and shPKC γ -#2 under either control or 5 μ M erastin plus 5 μ M tubacin (E+T) treatments for 24 hrs. Relative cell survival in indicated cells was measured by relative ATP level after 72 hrs treatment (Lower panel; n=3; *, p<0.005).

(B) Immunoblot analysis of PKC γ and phosphorylated PKC γ and p38 (Lower panel) in MDA-MB-436 pLKO vector (Vec) and shPKC γ -#1 cells under the similar treatments to **(A)** for 48 hrs.

Additional supplemental figures are full western blots for Main & Supplemental Figures.

Figure S1

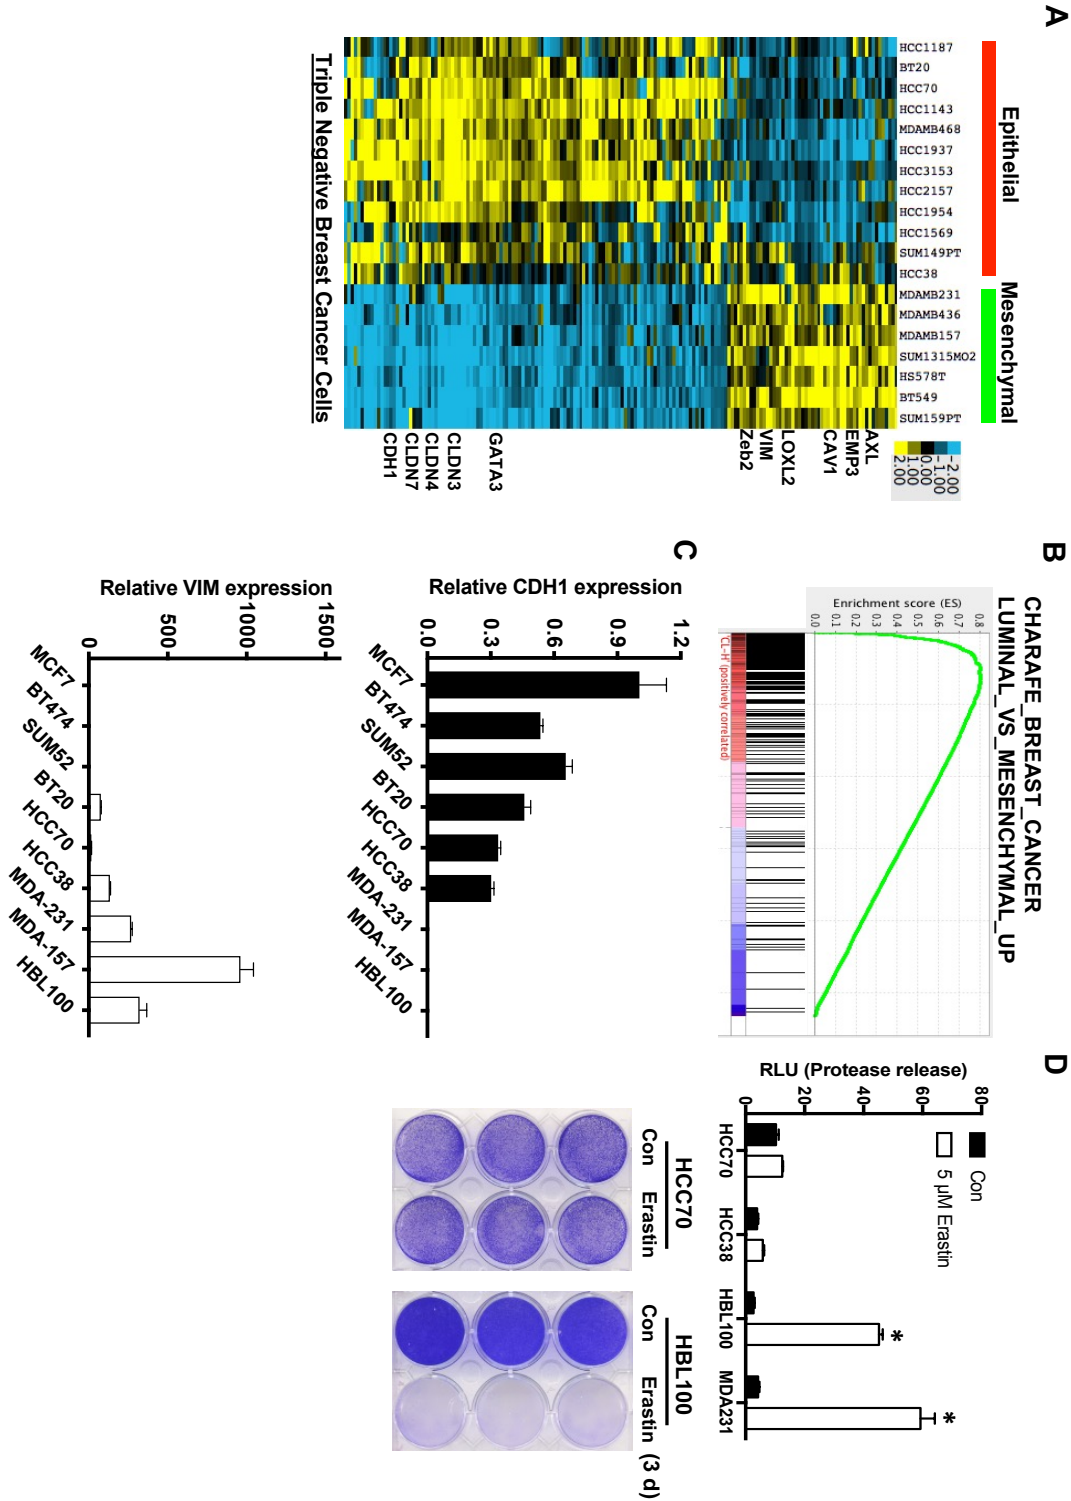

Figure S2

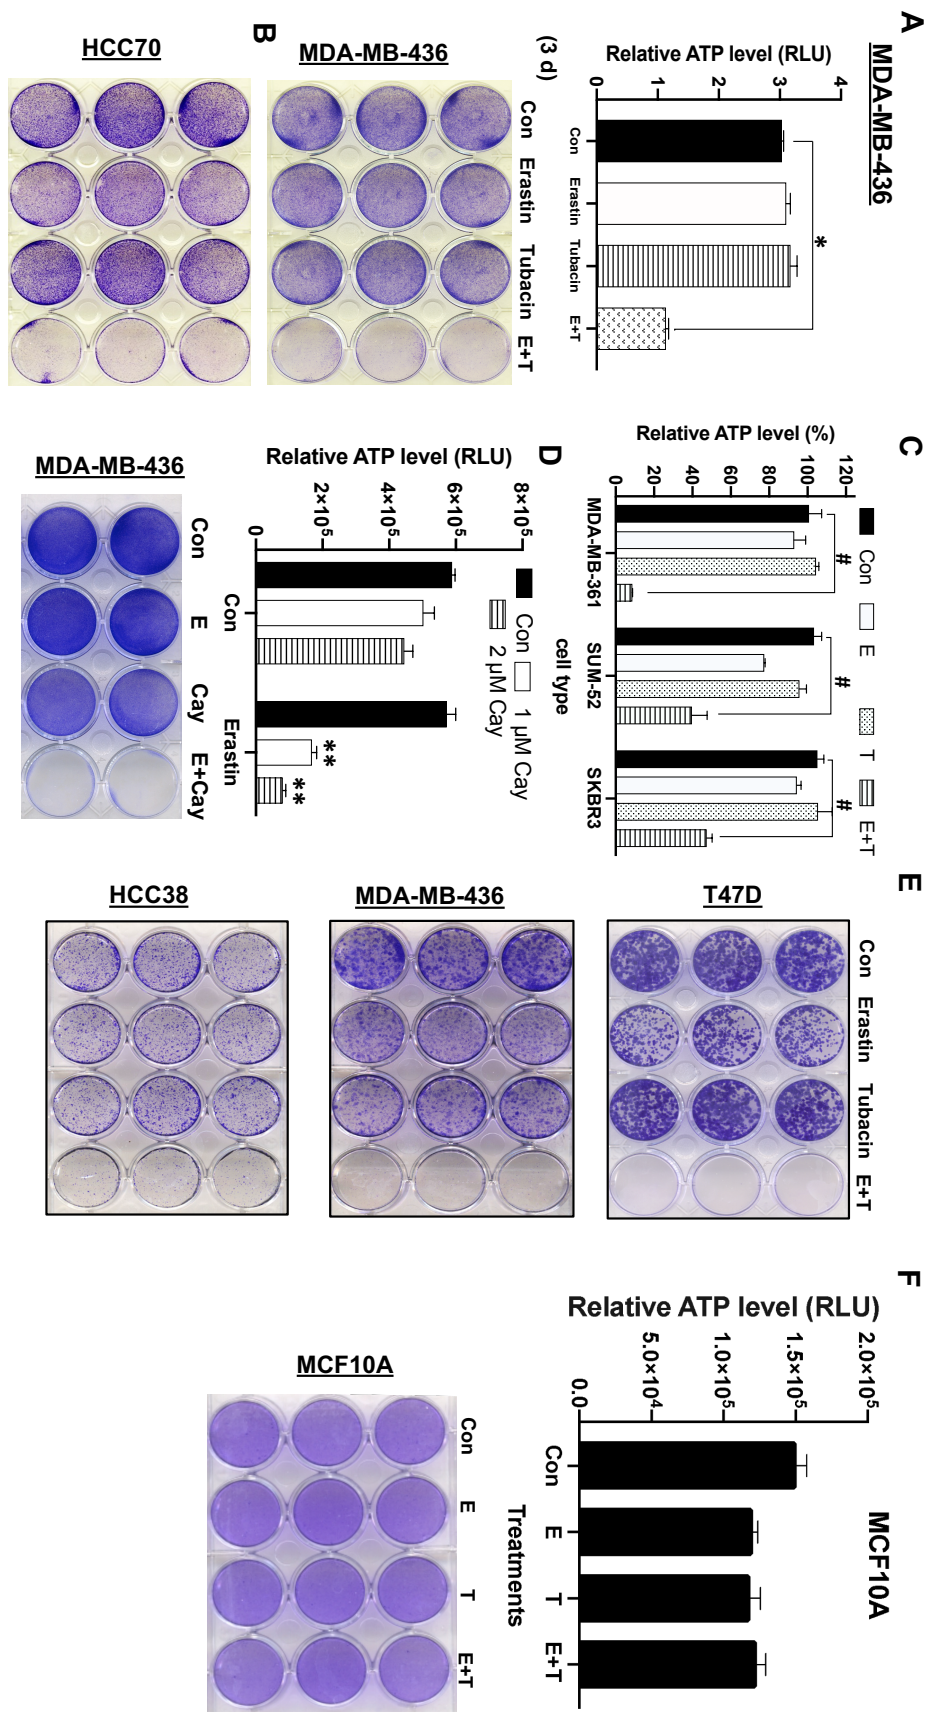

Figure S3

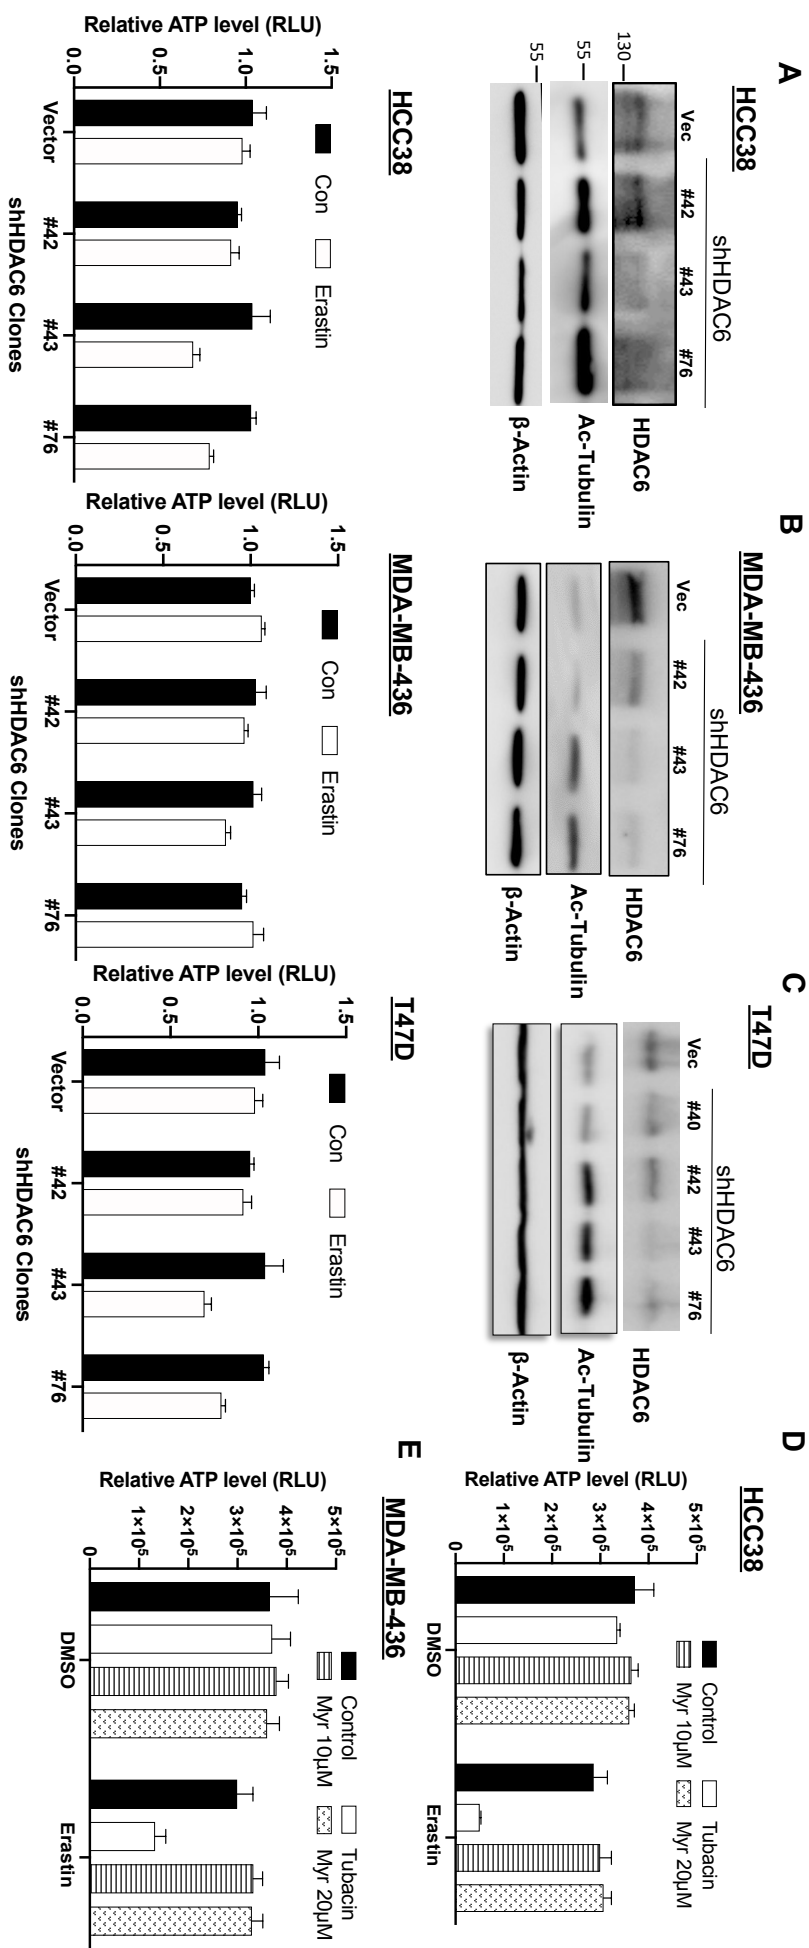

Figure S4

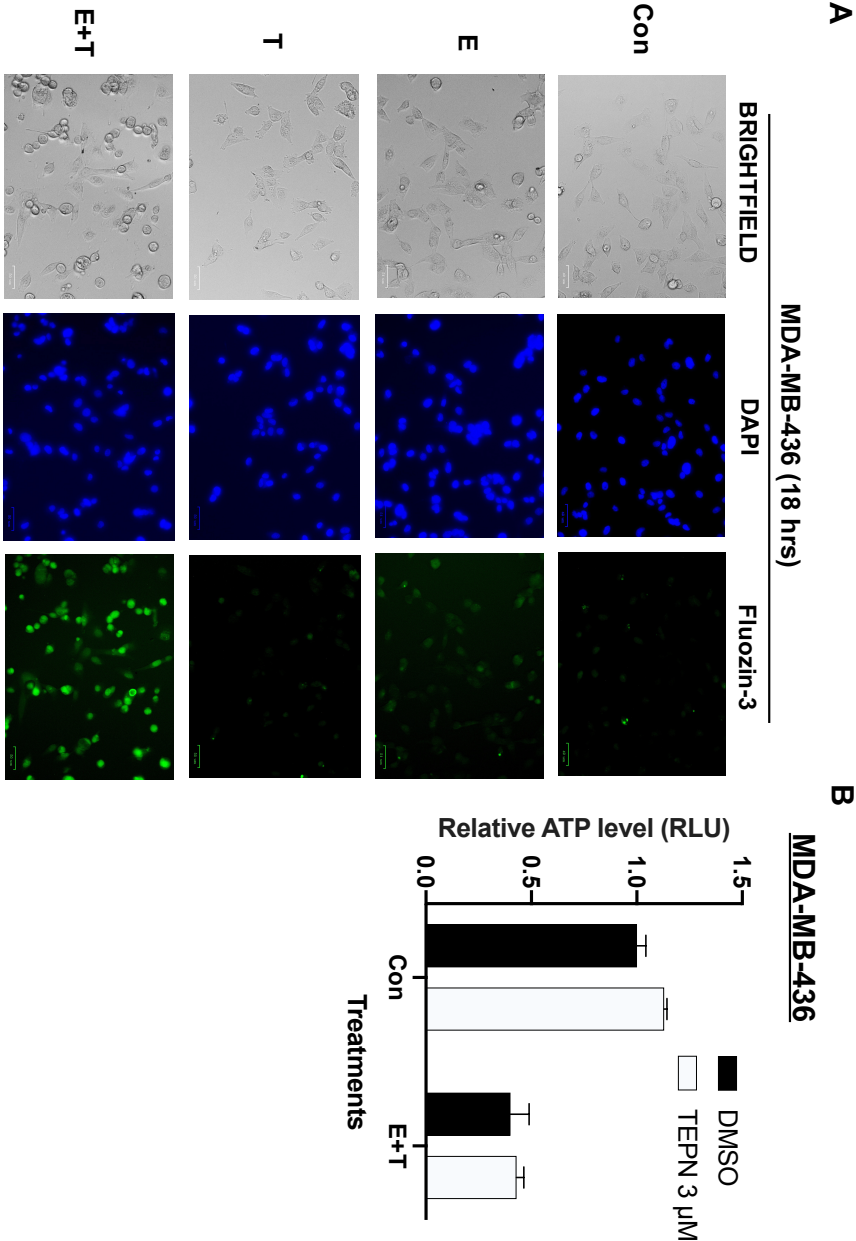

Figure S5

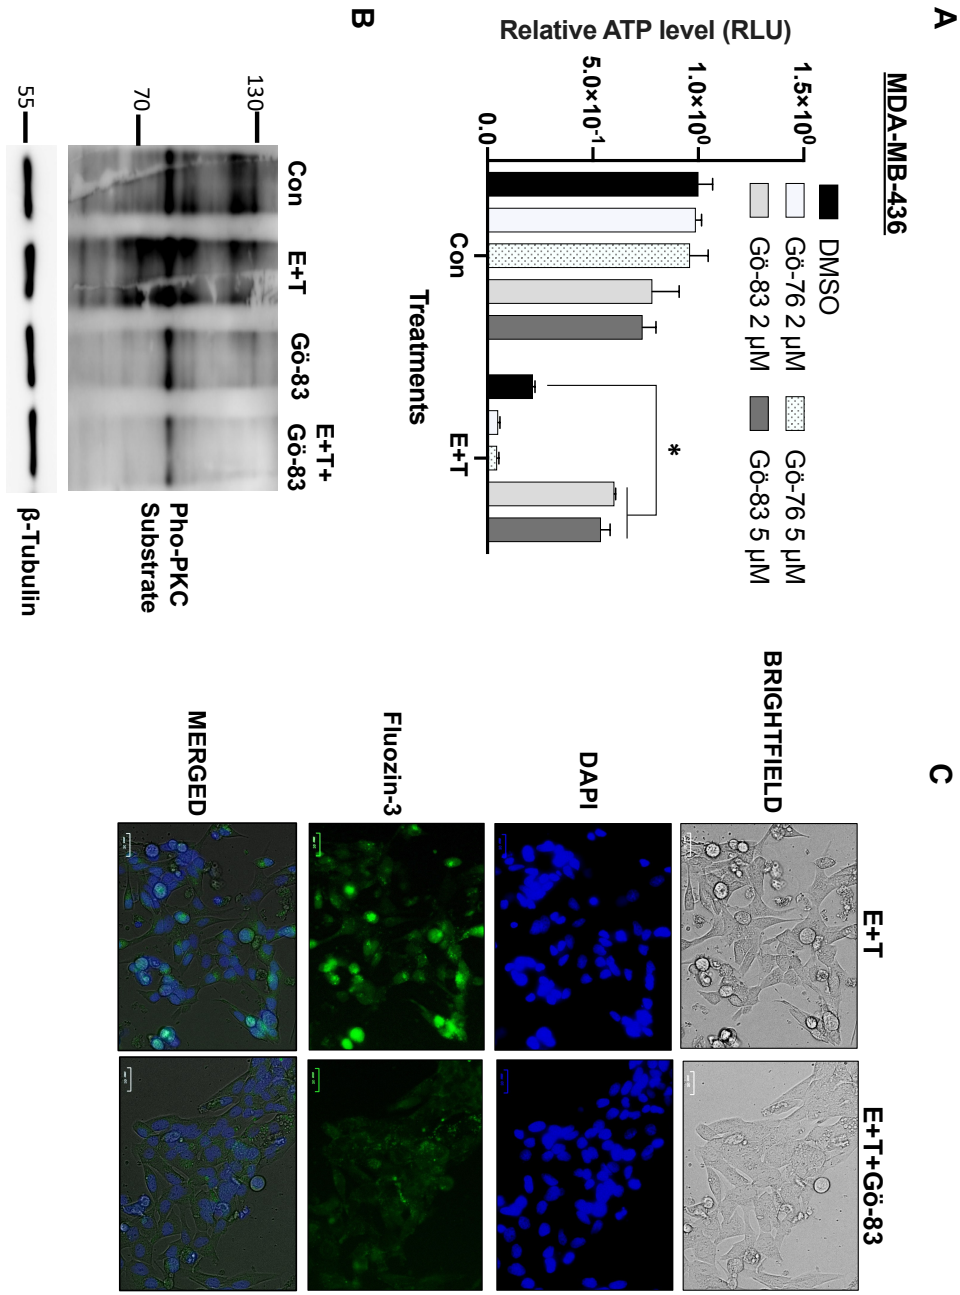

Figure S6

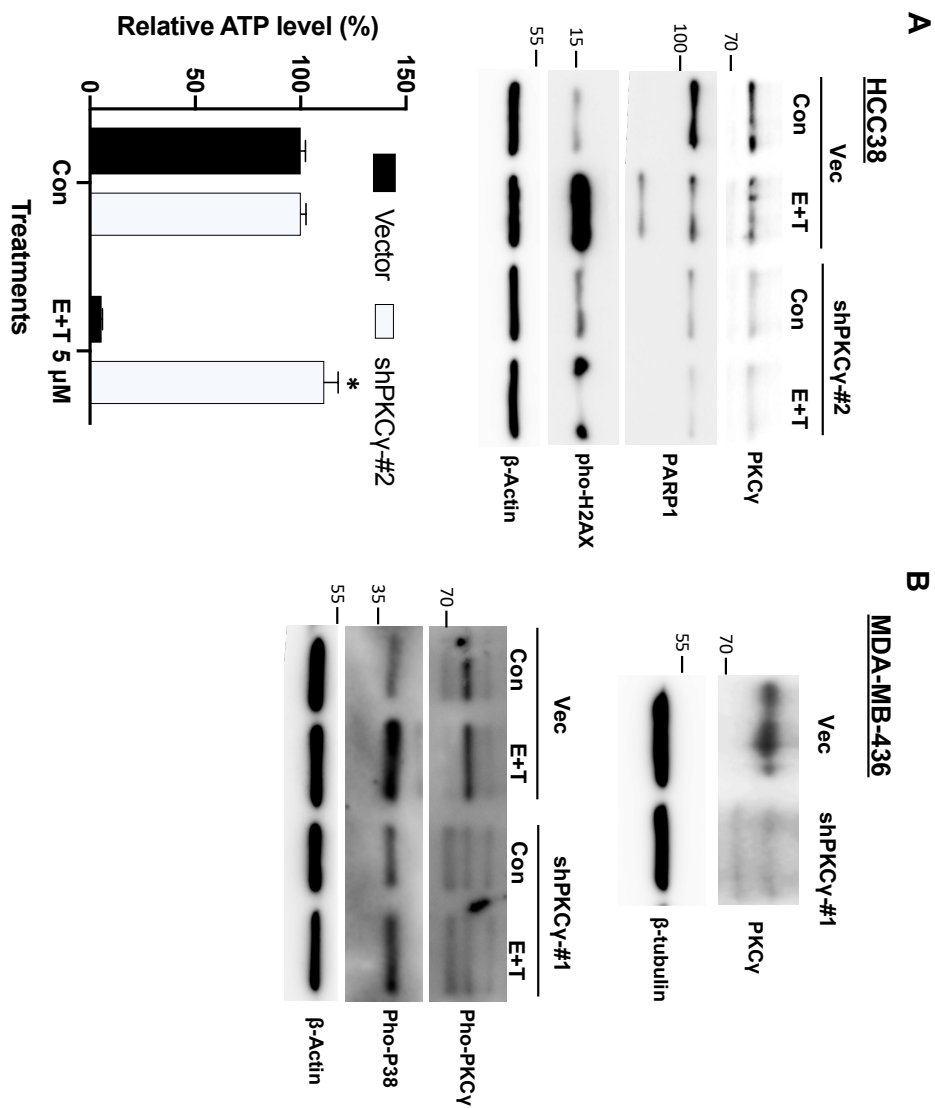

Full blots for Main Figures

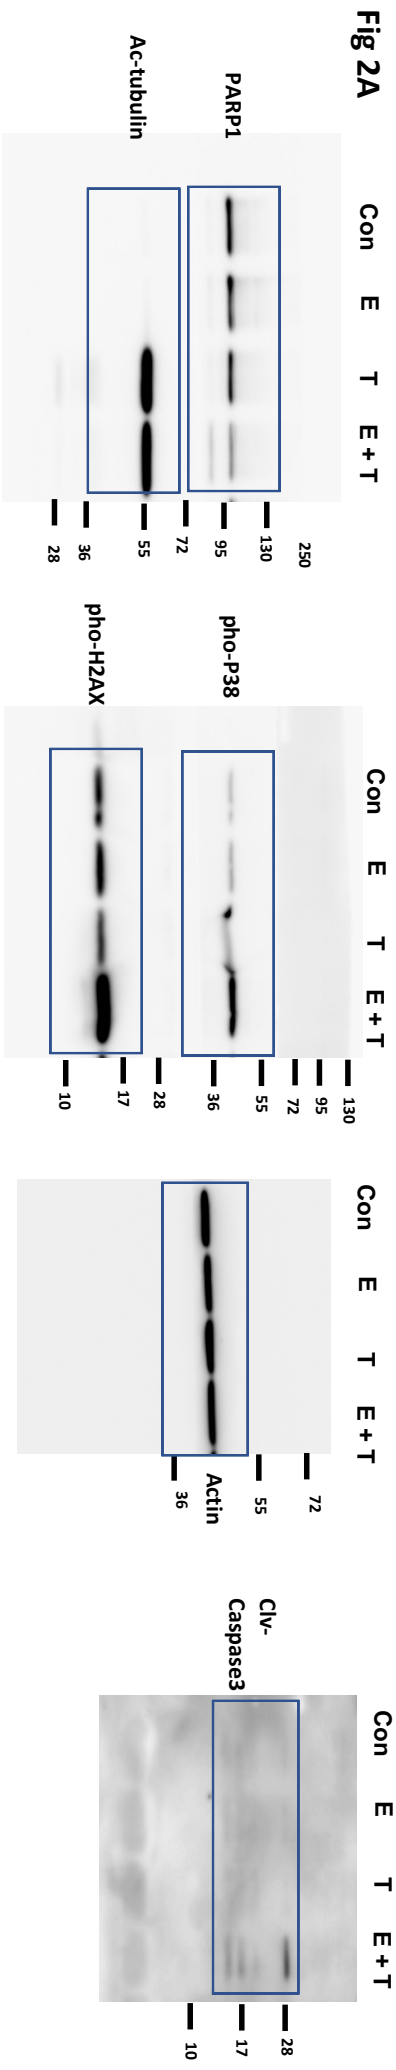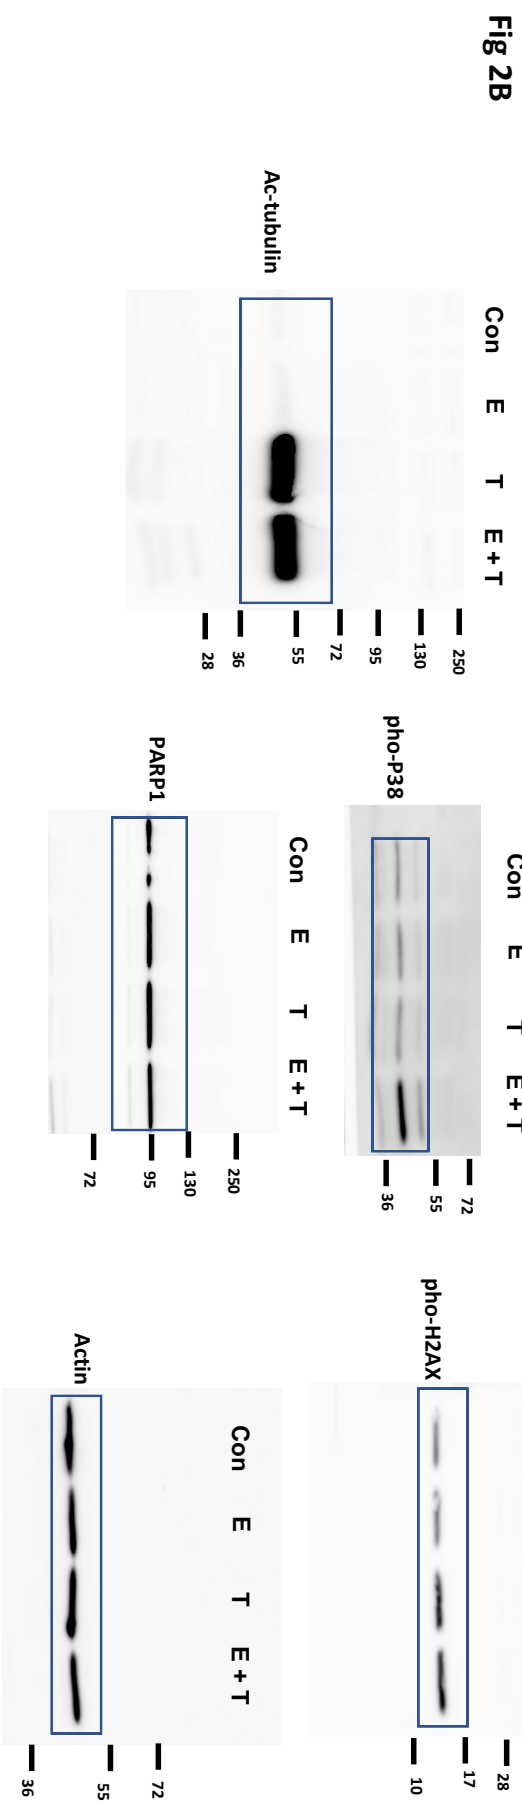

Full blots for Main Figures

Fig 2E

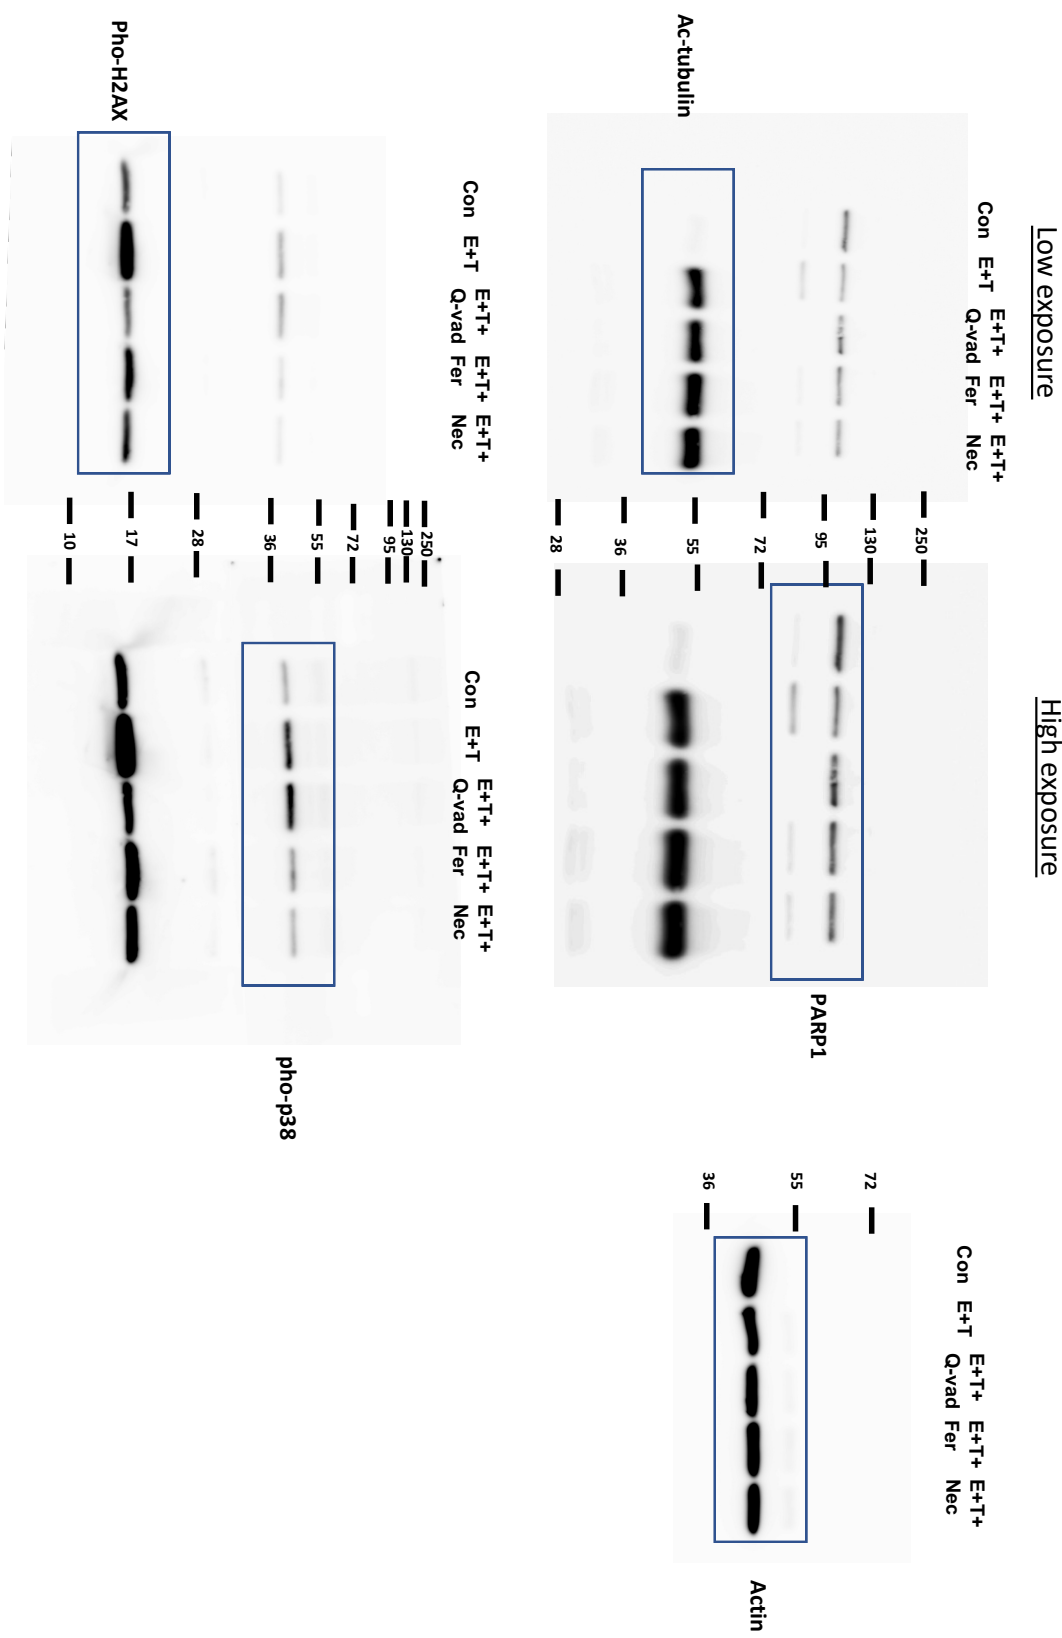

Full blots for Main Figures

Fig 3A

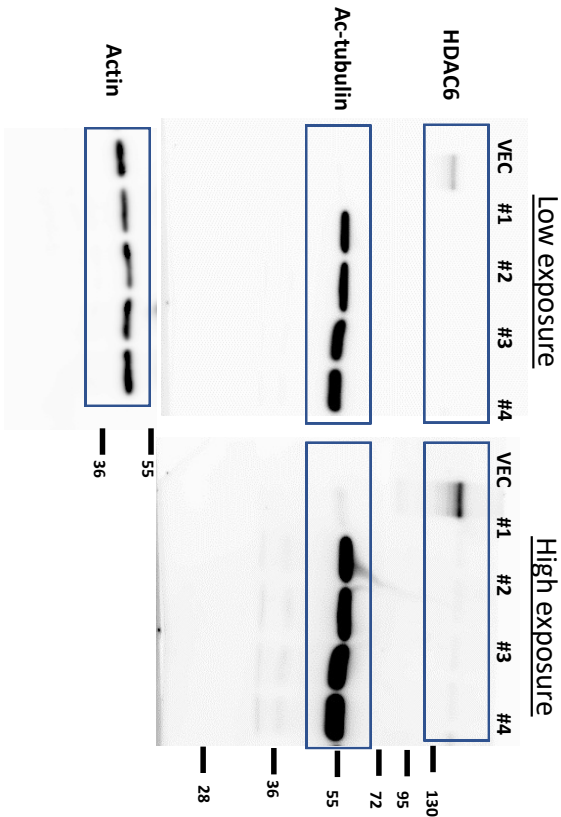

Fig 3B

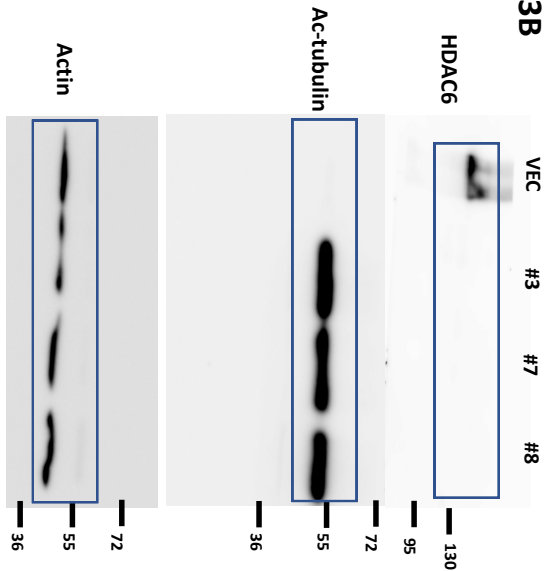

Fig 3C

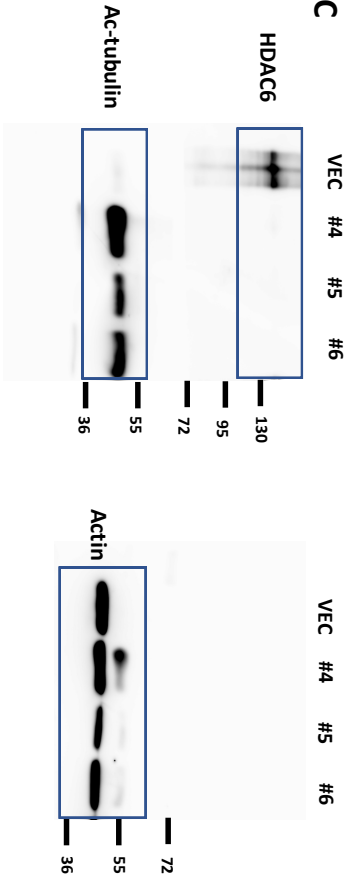

Fig 3D

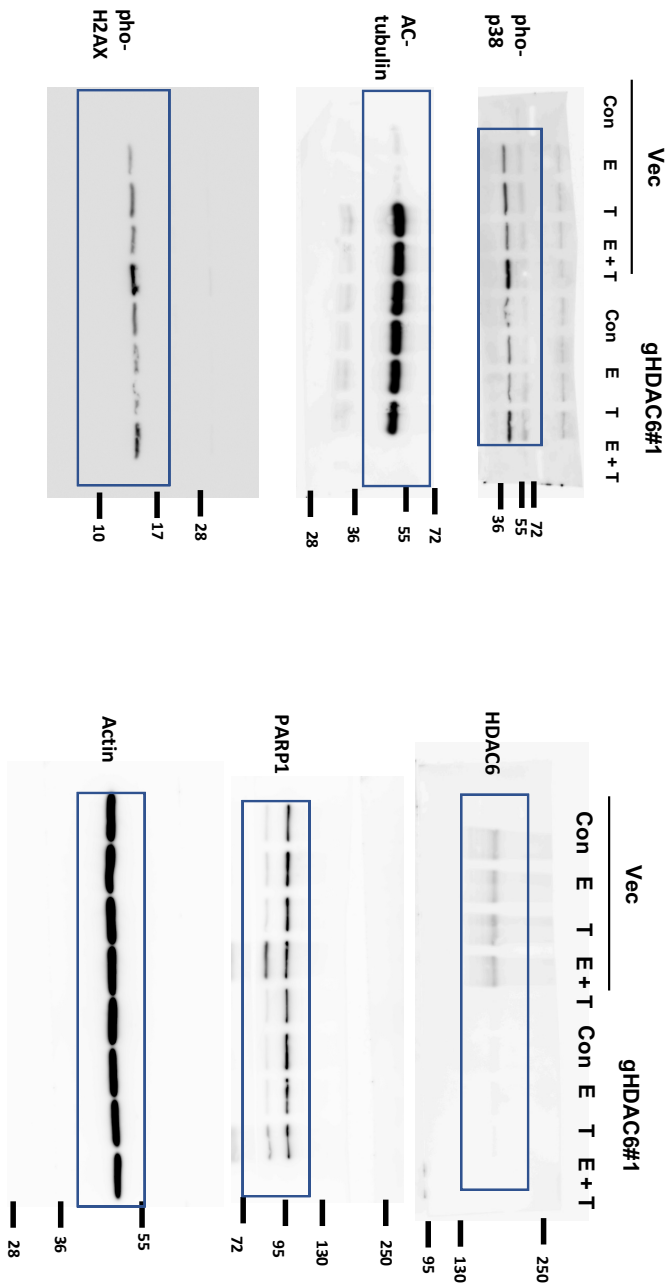

Full blots for Main Figures

Fig 4D

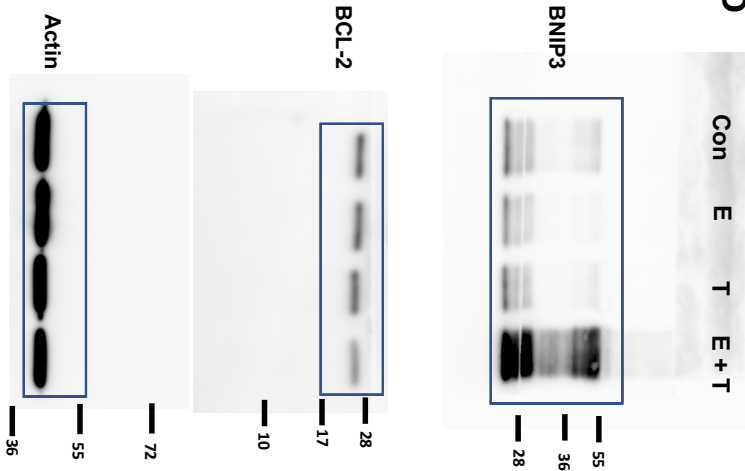

Fig 4F

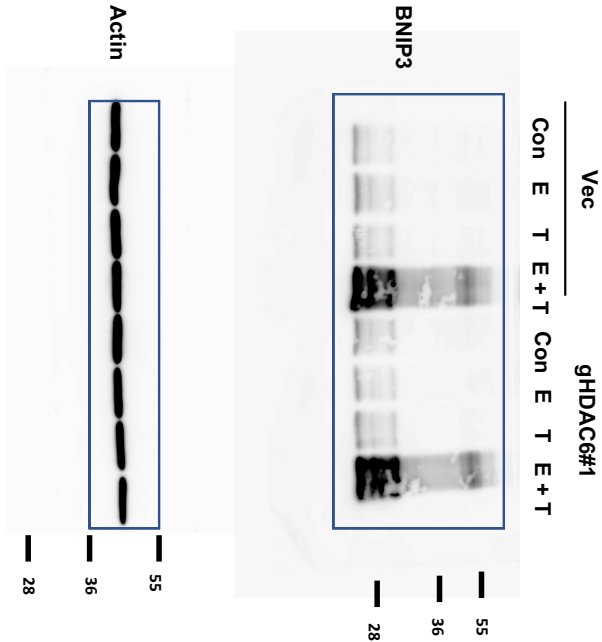

Fig 6B

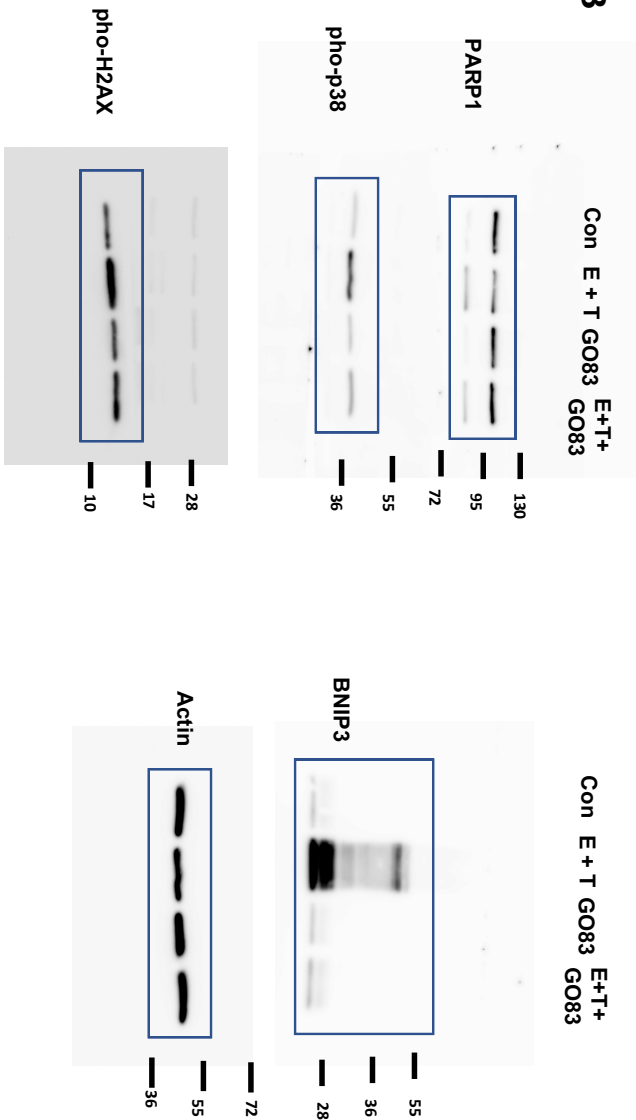

Full blots for Main Figures

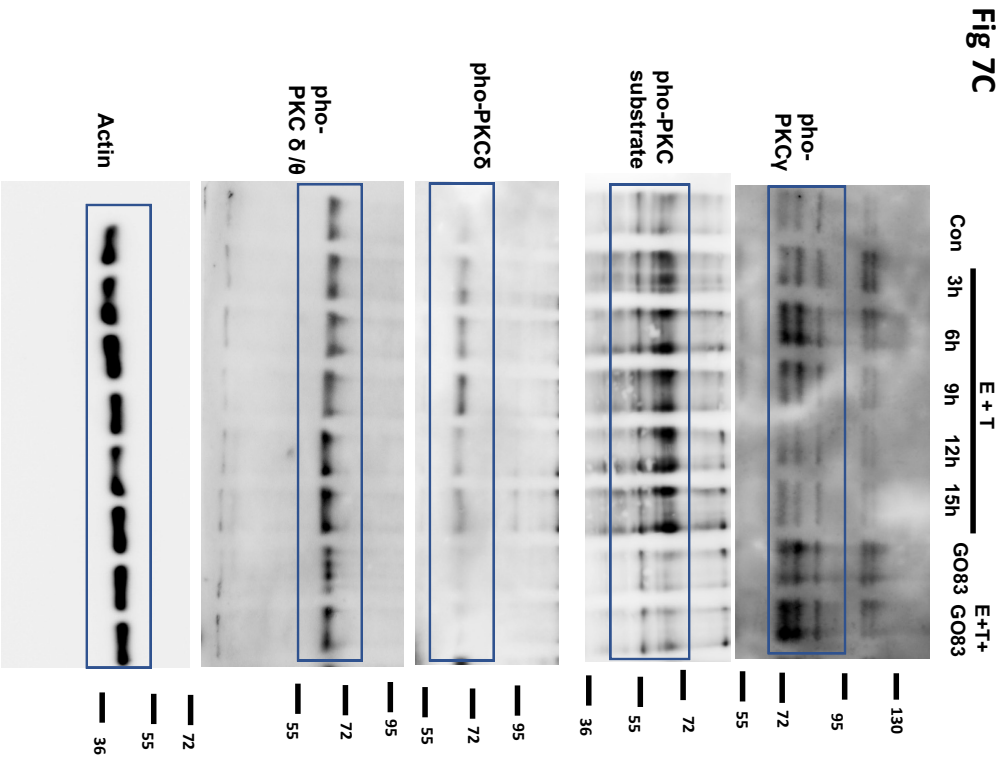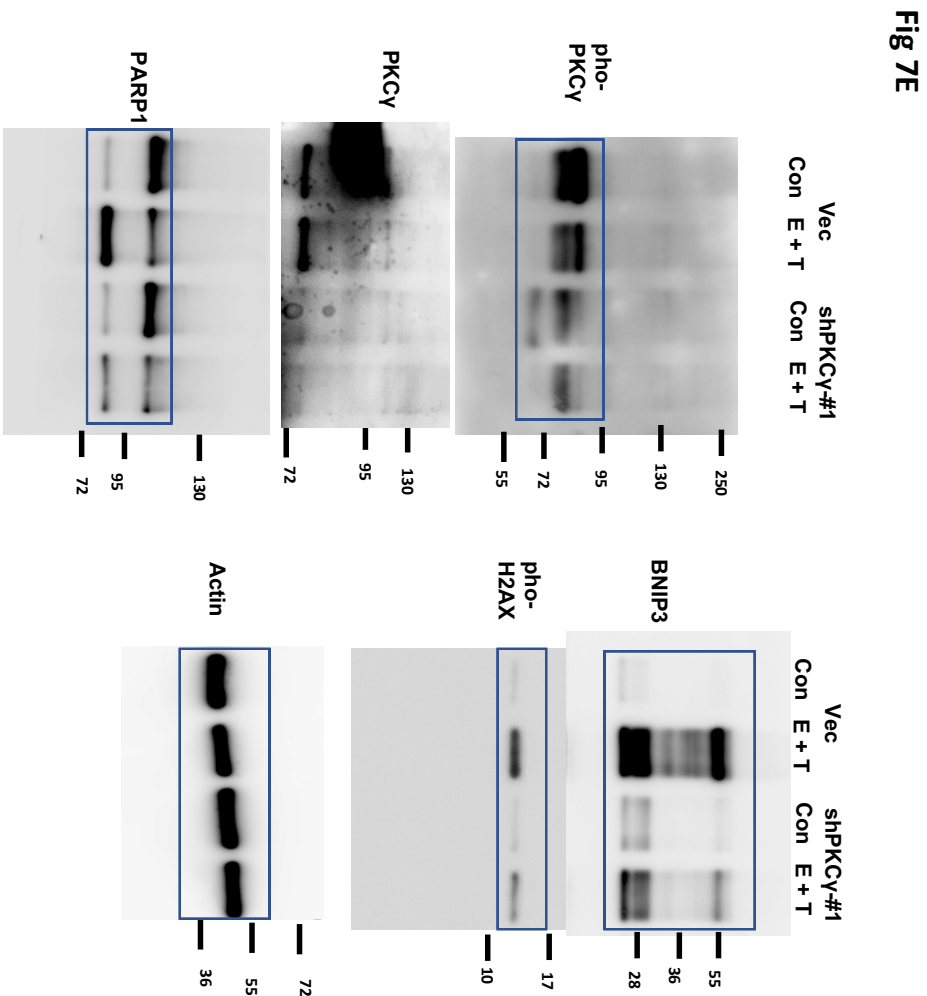

Full blots for Supplemental Figures

Fig S3A

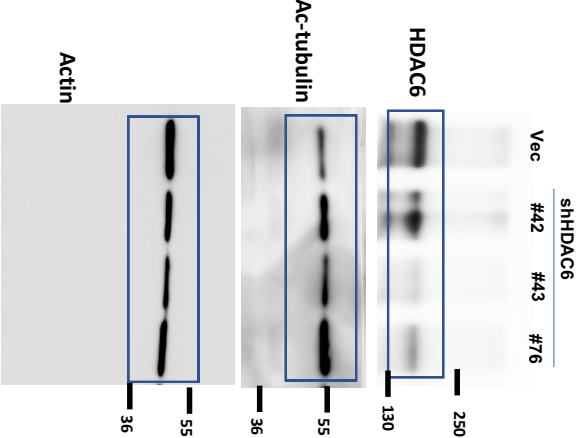

Fig S3B

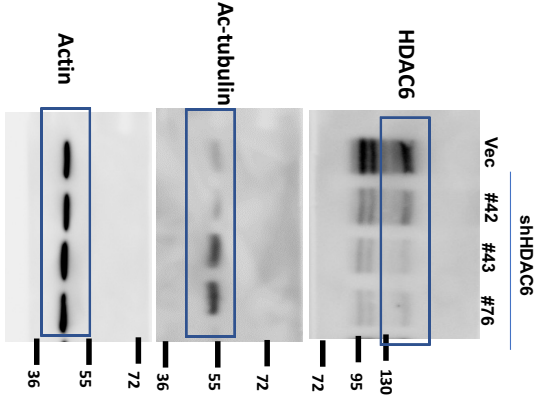

Fig S3C

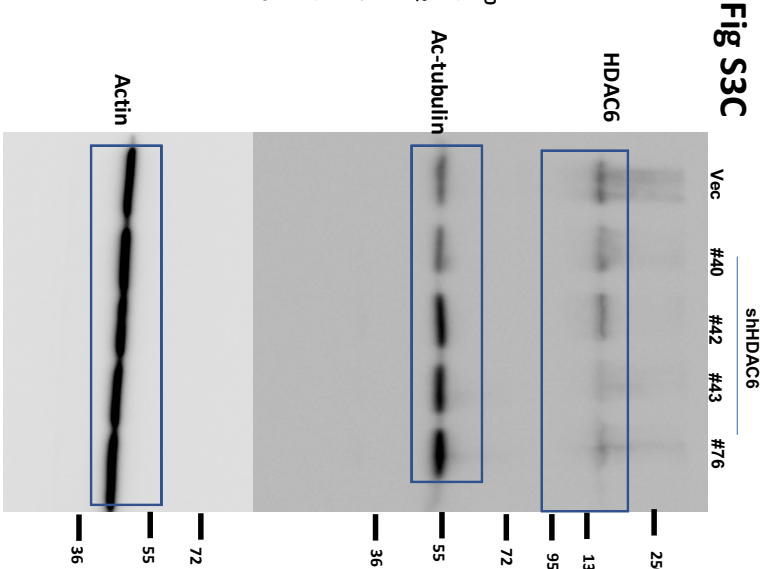

Fig S5B

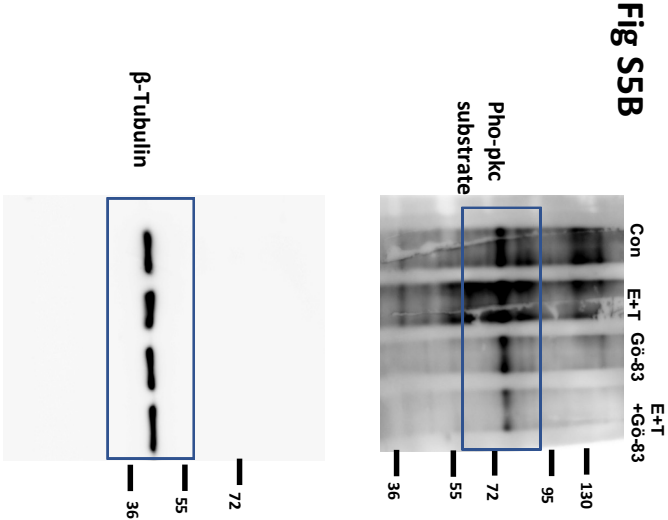

Fig S6A

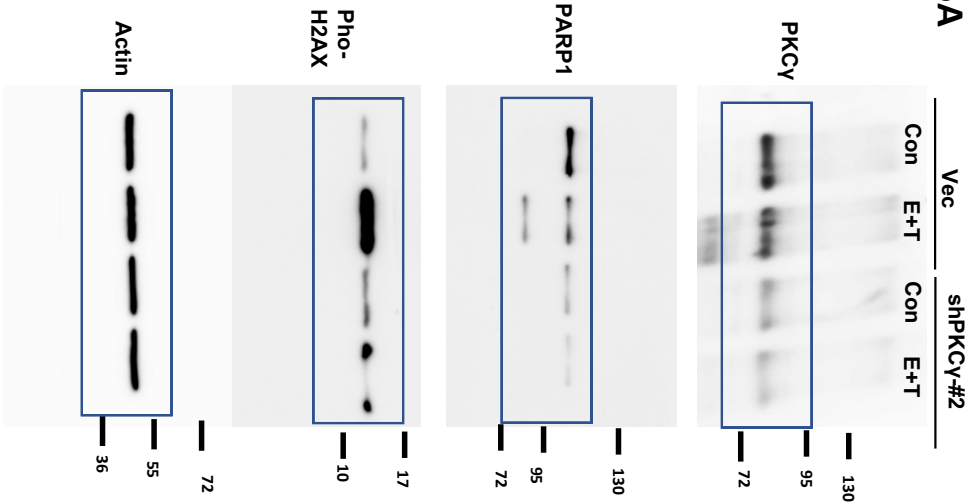

Fig S6B

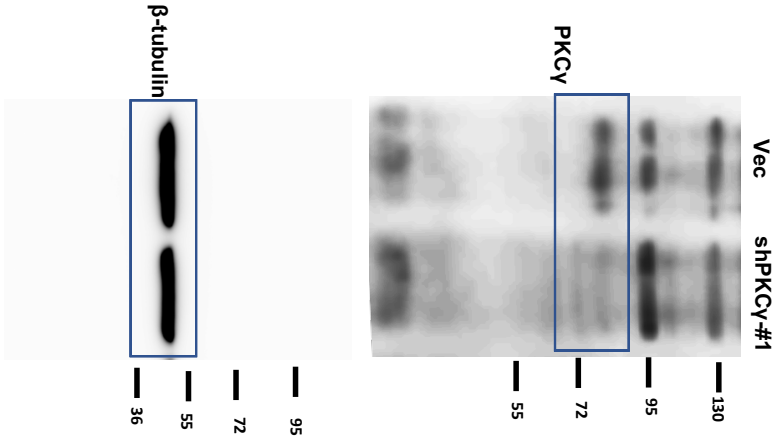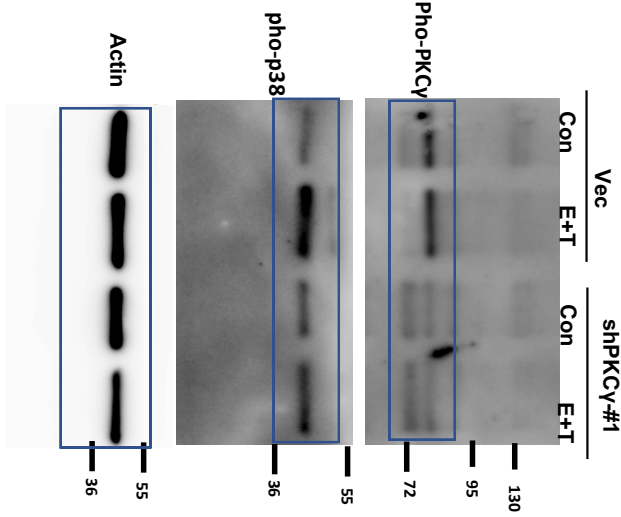

Title: HDAC6 inhibitors sensitize non-mesenchymal triple-negative breast cancer cells to cysteine deprivation

Authors: Tahiyat Alothaim, Morgan Charbonneau, Xiaohu Tang

Supplemental Table 1: Information of all antibodies that were used in this study

Name	Catalog	Company
PARP1	9542S	Cell Signaling Technology
HDAC6	7558T	Cell Signaling Technology
Acetyl- α -Tubulin	5335S	Cell Signaling Technology
phospho-p38	4511S	Cell Signaling Technology
phospho-H2AX	9718S	Cell Signaling Technology
Clv-caspase-3	9661S	Cell Signaling Technology
LC3B	3868S	Cell Signaling Technology
BCL-2	12120S	Cell Signaling Technology
BNIP3	44060S	Cell Signaling Technology
phospho-PKC substrate	2261S	Cell Signaling Technology
Phospho-PKC δ/θ (Ser643/676)	9376T	Cell Signaling Technology
Pan-phospho-PKC γ (Thr514)	9379S	Cell Signaling Technology
PKC γ	59090S	Cell Signaling Technology
Phospho-PKC δ (Thr505)	9374S	Cell Signaling Technology
β -Actin	3700S	Cell Signaling Technology
β -Tubulin	86298S	Cell Signaling Technology

Title: HDAC6 inhibitors sensitize non-mesenchymal triple-negative breast cancer cells to cysteine deprivation

Authors: Tahiyat Alothaim, Morgan Charbonneau, Xiaohu Tang

Supplemental Table 2: Information of all oligoes that were used in this study

**qPCR Primer**	**Oligo sequence**
Actin-For	CACTCTTCCAGCCTTCCTTC
Actin-Rev	GGATGTCCACGTCACACTTC
E-Cad-For	CCAGGAGCCAGACACATTTA
E-Cad-Rev	CGGATTAATCTCCAGCCAGT
CLDN3-For	GCCACCAAGGTCGTCTACTC
CLDN3-Rev	CGTAGTCCTTGCGGTCGTAG
CLDN4-For	GGCCTATGGATGAACTGCGT
CLDN4-Rev	AGCCACGATGATGCTGATGA
CLDN7-For	TCTTGCCGCCTTGGTAGCTT
CLDN7-Rev	CCAGGATGACTAGGGCAGAC
Vimentin-For	CCAAACTTTTCCTCCCTGAACC
Vimentin-Rev	GTGATGCTGAGAAGTTTCGTTGA
LOXL2-For	CCCTGGGGAGAGGACATACA
LOXL2-Rev	ATGGAGAATGGCCAGTAGCG
Zeb2-for	CCCTGGCACAACAACGAGAT
Zeb2-rev	GGTCTGGATCGTGGCTTCTG
Bim-For	CATCATCGCGGTATTCGGTT
Bim-Rev	GGTTGCTTTGCCATTTGGTC
BNIP3-For	CCATCTCTGCTGCTCTCTCATT
BNIP3-Rev	TCTTCATCAAAAGGTGCTGGTG
Puma-For	GGAGGGTCCTGTACAATCTC
Puma-Rev	GCTACATGGTGCAGAGAAAG
ZnT1-For	AACACCCCTGGTGGCCAATAC
ZnT1-Rev	TCACCACTTCTGGGGTTTTCT
ZnT2-For	TGGGGACAACCTTGACCATC
ZnT2-Rev	GACAGCAGCAGATCACGAAC
MT1G/M/H-For	GGACCCCAACTGCTCCTG
MT1G/M/H-Rev	TCTTCTTGCAGGAGGTGCAT

How the deposited data were processed for this re-analysis (not part of the article)

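RNA of HCC38 cells was measured on 12 Human Gene 2.1 ST arrays in 4 groups of 3 samples: control, 5 µM erastin, 5 µM tubacin, and 5 µM erastin plus 5 µM tubacin. The authors normalized the probe intensities by RMA, as the submitters' processing notes and the methods state, and the deposited values are on the log2 scale; the RMA version is not given in the sources used here. The values were checked to lie on that scale, with array medians between 3.06 and 3.12 and 75th percentiles between 5.63 and 5.71. All 12 columns were mapped to samples by their labels. The source labels name a different line for each sample, numbered upward from HCC38 to HCC49, while the titles and the cell line entries give HCC38 for all 12; all were taken as HCC38.

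Of 53617 probe sets, 25713 are listed in the annotation used, 23558 with exactly 1 gene symbol and 2155 with several; the other 27904 have no gene there. Probe sets with several symbols were not assigned to a gene, which leaves out BNIP3 among others; FTH1 is not listed in that annotation. Symbols of 22271 probe sets were matched by Entrez ID, and 3 were updated. Where a gene had several probe sets (618 genes), the one with the highest mean over all samples was taken, before any test. This gave 22109 genes.

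Changes were tested in R 4.3.3 with limma 3.58.1. One linear model held the 4 group means, with the variance shared across groups and eBayes moderation, and 6 comparisons were taken from it: each treatment against control, the combination against each drug, and the interaction. P-values were adjusted by the Benjamini-Hochberg method over all genes of a comparison, with a threshold of 0.05; a 2-fold change is 1 on the log2 scale. No filter on dim genes was applied. Genes named in the text are those the paper names, members of the lists, and genes among the 10 largest rises or falls of a comparison, taken among genes past the threshold whose samples do not overlap between the groups (for the interaction, past the threshold only). Figs. 4A and 5A had been seen when that rule was written.

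The 31 gene lists were fixed before the data were examined. Several hold genes that the paper names from these same arrays, such as MT1G, HMOX1 and ATF3, so their tests are not independent of the paper's result. All 31 lists were tested with camera (preset correlation 0.01), with the p-values adjusted over the lists of a comparison. They are: pro-apoptotic BCL2 family; anti-apoptotic BCL2 family; ATF4 and CHOP targets; ER chaperones and ER-associated degradation; NRF2 targets; heat shock proteins and co-chaperones; metallothioneins; zinc exporters (SLC30 family); zinc importers (SLC39 family); iron metabolism; ferroptosis and glutathione; protein kinase C family; histone deacetylases; sphingolipid synthesis; cholesterol synthesis and uptake; DNA replication (S phase); mitosis (G2/M phase); immediate early genes; p53 targets; NF-kB and inflammatory genes; interferon-stimulated genes; hypoxia genes; autophagy genes; epithelial genes; mesenchymal genes; luminal tumor genes; fibroblast markers; leukocyte markers; endothelial markers; cytosolic ribosomal proteins; reference genes. A further 3 lists of target genes (SRF and MRTF; YAP and TAZ; retinoids) were written later and are described with the tests they serve. Probe sets that varied by 2-fold in at least 3 samples were counted from the change against the control mean.

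The fit was tested on simulated data of the same size, 5 runs with 200 changed genes among 22109. For the combination it recovered 32.3% of changes of 0.5 on the log2 scale, 83.1% of changes of 1 and 98.3% of changes of 2; for the interaction 4.3%, 59.4% and 92%. Of all calls 6% and 4.4% were false. Camera called a list of 20 genes shifted by 0.3 in 5 of 5 runs and an unshifted list in 1 of 5. The simulated noise was independent between genes, no gene changed with a single drug, and far fewer genes changed than the 6929 called for the real combination. These shares therefore need not hold for the real data.

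The alternatives, fixed at the same time, were: every probe set, a filter on dim genes, quantile or cyclic loess normalization applied again, scaling to ACTB, trend and robust moderation, only the 2 groups compared, the replicate number as a block, the mean of a gene's probe sets, a threshold of 0.01, the methods' t-test with and without adjustment, and leaving out each sample. For the lists they were an estimated correlation, fry, the block, cyclic loess, scaling to ACTB, the dim filter and leaving out each sample. The GSEA with photodynamic therapy gene sets, the RT-qPCR and the HDAC6-null cells were not analysed here.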

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

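The values here are not reported in the paper. The rule that selects them was written after the results were seen. Of the tests in the paragraphs that follow, the one for a shift of the whole array was chosen only after the result was seen, and the lists of SRF and MRTF, YAP and TAZ, and retinoid targets were written after the pattern's genes were seen, with those genes left out.

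The response to erastin plus tubacin departed from the sum of the 2 single responses in 3371 genes, in 700 of them at least 2-fold. Positive interactions were seen for NMRAL2P (2.91), ATF3 (2.74), MT1M (2.69), the cytokine receptor IL6R (2.51), MT1G (2.23), HMOX1 (2.12), SLC30A2 (1.96), PPP1R15A (1.72), BCL2L11 (1.56) and SLC30A1 (1.00). That of MT1H (3.09) has an uncertain size, since its levels in control and with tubacin are not shown to be above background; the same holds for HTR2A with both drugs. Negative interactions were seen for CD274 (-2.95), the serotonin receptor HTR2A (-2.37), CCN1 (-2.33), FJX1 (-2.31), PDCD1LG2 (-2.21), AJUBA (-2.18), CCN2 (-2.08), BCL2 (-1.44), MCM6 (-1.40), PSPH (-1.21), CHAC1 (-1.13) and ALDOC (-0.61; positive when scaled to ACTB). Those of BCL2, MCM6, PSPH and CHAC1 are not called when scaled to ACTB. By list the mean interaction was 1.22 for metallothioneins, 0.80 for hypoxia genes, 0.74 for NRF2 targets, 0.74 for heat shock genes, 0.54 for NF-kB genes, 0.24 for cholesterol genes, -1.005 for DNA replication and -0.60 for mitosis. Scaled to ACTB, the mean for mitosis turns positive and that for DNA replication stays negative but becomes much smaller. Of 100 groupings of the samples drawn at random, the real one included, 1 gave an interaction count as large as 3371; the highest other was 3225. For the 2-fold count 3 of 100 were as large as 700, and the highest other gave 1151, so regrouped samples can give more than the real count. Random regrouping also carries the changes with each treatment into the interaction. These shares therefore do not decide whether the interaction counts arise by chance.

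With erastin alone the lists moved by 0.57 (immediate early genes), 0.32 (hypoxia), 0.31 (p53 targets), -0.38 (fibroblast markers), -0.42 (cholesterol) and -0.64 (mitosis) on average; VLDLR rose by 3.48 and the pseudogene BCRP3 had -1.73, a call that ends without control replicate 1 or 3 or erastin replicate 1 or 2 (-1.47 to -1.65) and whose level with erastin is not shown to be above background. With erastin plus tubacin the means were 1.17 (hypoxia), 0.92 (immediate early), 0.80 (heat shock), 0.53 (NF-kB), -1.19 (DNA replication, near 0 when scaled to ACTB) and -1.36 (mitosis, negative but much smaller when scaled to ACTB). With both drugs GDF15 rose by 4.13 and SCNN1G had -3.25. With tubacin alone LIPK had 1.44, KCNJ6 -1.60, CYP26A1 -1.58 and the retinal reductase DHRS3 -0.97. For the pairwise counts 3 samples against 3 allow 10 splits, too few for a share under 0.05; 1 split, the real one, was as large in each. Real and highest other counts were 1891 and 1 for erastin, 51 and 1 for tubacin, 6929 and 1 for erastin plus tubacin, 5753 and 0 against erastin, and 6278 and 0 against tubacin, all by limma, where the real splits have 4817, 2283, 8719, 7729 and 8195 genes at an unadjusted p under 0.05. At least 2-fold they were 122 and 0, 11 and 1, 1178 and 1, 726 and 0, and 999 and 0. Each other split mixes samples of both groups, so its low count follows from any difference between them and decides nothing further.

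ACTB had a value of -1.19 (adjusted p = 0.0013) with erastin plus tubacin. Its only probe set with a single symbol has a low level, 6.12 in control, where TUBB, another reference gene, averages 12.5 over all samples. The ACTB probe set may therefore not stand for ACTB RNA, which limits what this shows and what scaling to ACTB can show. The median change of all genes (-0.0058) decides nothing about a shift of the whole array, since RMA centres the arrays beforehand. In centred values the fall of ACTB is one relative to the other genes of the same arrays. Whether all RNA changed together would not show in them and stays open. A candidate explanation is lower output of SRF and MRTF target genes: of 16 others measured 11 fell and 5 did not pass (median -0.44, camera p = 7.8e-06; 0.0081 with an estimated correlation). What lowers them was not tested.

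CCN1, CCN2, AJUBA and FJX1 fell with erastin plus tubacin and with neither drug alone; CCN1 and CCN2 rose with erastin alone. Scaled to ACTB the falls of CCN1 (-0.42) and CCN2 (0.0048) are not called, while all 4 interactions still are. One array that stands apart is argued against, since all 4 interactions pass without any 1 array (largest adjusted p = 0.000175). These genes may share lower output of YAP and TAZ targets: of 18 others 13 had a negative and 1 a positive interaction (median -0.61, camera p = 2.7e-10; 0.00319 with an estimated correlation). Scaling to ACTB adds more than 0.61 to the interaction of every gene, so the median of these 18 others would turn positive. A change of cell density with the death of cells was not tested.

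CYP26A1 and DHRS3, which keep retinoic acid low, fell with tubacin alone. With any 1 array left out both still pass (largest adjusted p = 0.0314), which argues against 1 array that stands apart. A candidate explanation is lower output of retinoid targets: the 8 others measured fell as a group (median -0.20, camera p = 0.000281; 0.00556 with an estimated correlation), though limma called no single one. Both calls end with only the 2 groups in the fit and by the methods' t-test adjusted, and that of DHRS3 when scaled to ACTB, so the pattern rests on the spread of all 4 groups.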

How the results depend on the processing

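The counts for erastin plus tubacin, for its comparison with each single drug and for the interaction changed little with most alternatives, and the count for tubacin changed by more than 1.5 times with most. For erastin the 1891 genes became 116 when scaled to ACTB, 809 with only the 2 groups, 785 at adjusted p under 0.01, 4190 by the methods' t-test unadjusted and 640 adjusted. Leaving out 1 sample gave 1075 to 1773 (1200, 1075 and 1088 without erastin replicate 1, 2 and 3). The 2-fold count of 122 became 69 by the methods' t-test adjusted. For tubacin the 51 genes became 22 with every probe set, 182 with the dim filter, 12 when scaled to ACTB, 211 with trend and robust moderation, 18 at adjusted p under 0.01, 1996 by the methods' t-test unadjusted, and 0 by that test adjusted and by limma with only the 2 groups (2283 genes at an unadjusted p under 0.05 by limma). Leaving out 1 sample gave 16 to 42 (30 and 33 without control replicate 2 and 3, 29 without erastin replicate 2, 16, 18 and 22 without tubacin replicate 1, 2 and 3, 33 without erastin plus tubacin replicate 2). Its 2-fold count of 11 became 18 by the t-test unadjusted and 0 by the t-test adjusted and with only the 2 groups.

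Scaling to ACTB adds the fall of ACTB to all genes, so for the combination it raises the counts by construction: 20144 for erastin plus tubacin (15506 at least 2-fold), 19926 and 13708 against erastin, 18976 and 11281 against tubacin, 9220 and 8766 for the interaction. It reverses falls smaller than that of ACTB (BCL2 0.065, HDAC6 0.83, STEAP2 0.49, SLC30A4 0.91, SLC30A5 0.97, BID 0.77, ACSL4 0.51, PSPH 0.96, PRKCA 0.48, PRKCD 0.52, HSPA5 1.14, ALDOC 0.41, CCN2 0.0048, CD14 0.14, CISD1 0.84, CISD2 0.93, DHODH 0.40, EBP 0.36, FAS 0.44, HDAC2 0.65, HDAC7 0.78, HPRT1 0.84, HSPA4L 0.87, ISCU 0.89, MANF 0.95, PDIA6 0.79, PPIA 0.61, SDF2L1 0.46, SEC61B 0.92, SLC39A10 0.25, SLC39A3 0.27, SLC39A9 0.83, TUBB 0.79, UGCG 0.34, UVRAG 0.80, ESRP2 0.76, IFI27 0.73, GATA3 0.86, LUM 0.84, COL1A1 0.43, COL1A2 0.35, ALDOC (interaction) 0.29). With every probe set the 2-fold counts were 1775 for erastin plus tubacin and 1506 against tubacin, as more probe sets are counted; at adjusted p under 0.01 the interaction count was 1810. The probe sets that varied by 2-fold numbered 4737 with at least 2 samples, 1265 with at least 4, 988 with 1 gene symbol, 25382 when scaled to ACTB, and 1729 to 3254 without 1 sample (1729, 1740 and 1768 without erastin plus tubacin replicate 1, 2 and 3). These last 3 counts are lower by construction, since the rule still asks for 3 samples and probe sets changed only with erastin plus tubacin drop out.

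The replicate numbers do not pair the samples: after the group means were removed, 18 pairs with the same number in different groups had correlations of -0.060 to 0.048, and 1 of 12 samples correlated best with a sample of its own number. With the numbers as a replicate block 1 of 12 counts moved, that for tubacin, to 23, and 1 list call appeared, cholesterol genes with erastin plus tubacin (adjusted p = 0.0441); the cause was not tested. Without 1 sample the other counts were 6068 to 6756 for erastin plus tubacin (1159 to 1259 at least 2-fold), 4755 to 5950 against erastin (714 to 758), 5445 to 6464 against tubacin (989 to 1042), 2657 to 3173 for the interaction (670 to 735), 110 to 134 for erastin at least 2-fold and 9 to 14 for tubacin. List means with erastin plus tubacin were 0.51 to 0.55 (pro-apoptotic), 1.502 to 1.54 (ATF4 and CHOP), 1.11 to 1.18 (NRF2), 1.90 to 1.98 (metallothioneins), 0.44 to 0.51 (zinc exporters) and 0.24 to 0.27 (iron). Many list calls appear only in alternatives, most of them with fry. For the combination these are zinc exporters (0.46 with fry, 1.66 when scaled to ACTB), iron metabolism (0.26 with fry, 1.45 when scaled to ACTB), p53 targets (fry and ACTB scaling) and cholesterol genes (fry, the block and leaving out some single samples). With fry alone they are also the anti-apoptotic, ER chaperone, zinc importer, mesenchymal, fibroblast, leukocyte and reference lists. With erastin fry adds 11 lists, and cyclic loess, the dim filter or leaving out 1 sample adds histone deacetylases or luminal genes. With tubacin fry adds ER chaperones and cholesterol genes, leaving out 1 sample adds interferon-stimulated or reference genes, and cyclic loess adds the latter too. In the interaction pro-apoptotic, iron, immediate early and interferon-stimulated genes are called in several alternatives, and others with fry. Fry gives the histone deacetylases (0.12, combination) the opposite direction to camera. With an estimated correlation 9 of the 124 list tests of the treatments and the interaction lose their call: the anti-apoptotic, DNA replication and autophagy lists with erastin, mitosis and immediate early genes with tubacin, autophagy and epithelial genes with erastin plus tubacin, and autophagy and zinc exporters in the interaction. The other called lists hold with it. Scaling to ACTB ends the calls of the anti-apoptotic, DNA replication and autophagy lists with erastin, mitosis and immediate early genes with tubacin, epithelial genes with erastin plus tubacin, and cholesterol genes in the interaction. The dim filter or leaving out 1 sample ends those of autophagy genes with erastin and zinc exporters in the interaction, and leaving out erastin replicate 1 that of the anti-apoptotic list with erastin.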

Differences from the paper's values

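Fold changes over control on the array are smaller than those of the RT-qPCR, read by eye. The paper's methods normalize the RT-qPCR to Actin B, while the main array values use no reference gene. Scaling the array to ACTB, which had -1.19 with erastin plus tubacin, is the nearest match in this respect. It rests on a probe set of low level. Values are said to differ when they lie apart by more than an SD and one is more than 1.5 times the other. A value outside that SD can still count as not differing. The SD is that of the treated samples, from the unscaled log2 values in every alternative, converted to a fold. It leaves out the spread of the control samples and the spread that scaling to ACTB adds. With erastin plus tubacin Bim was about 5.5 in Fig. 4C (read by eye) and 2.32 on the array; 5.29 when scaled to ACTB, which does not differ, while the other alternatives differ. Puma was about 14 in Fig. 4C (read by eye) and 3.24 on the array, and differs in all alternatives. ZnT1 was about 12 in Fig. 5A (read by eye) and 3.15, and differs in all; ZnT2 was about 30 in Fig. 5A (read by eye) and 9.93, and does not differ by this rule only when scaled to ACTB (22.7, SD 1.22, which lies outside the SD but within 1.5 times). With erastin alone ZnT1 was about 2.5 in Fig. 5A (read by eye) and 1.53, and differs in all; ZnT2 was about 3.6 in Fig. 5A (read by eye) and 2.32, and does not differ when scaled to ACTB (2.49), without control replicate 3 (2.44) and without erastin replicate 2 (2.64). The paper reports from RT-qPCR a strong induction of the zinc-related genes with both drugs and none such with a single drug. On the array erastin alone raised MT1G by 2.77, MT1M by 1.69, ZnT2 by 1.22 and ZnT1 by 0.62 on the log2 scale. These rises are smaller than with both drugs, and MT1H did not pass (limma adjusted p = 0.162). None of these genes passed with tubacin alone. RT-qPCR and array are different assays.

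The paper states that gene changes of iron metabolism were not observed; here 9 of 37 genes rose and 4 fell with erastin plus tubacin, where 31.3% of all genes changed. These calls have no least size, and only HMOX1 and BLVRB among them changed at least 2-fold. The paper gives no threshold for its statement, and its clustering used probe sets with a 2-fold change in at least 3 samples. The counts are therefore not set against a like threshold. Camera did not call the list (adjusted p = 0.167), and the calls of HFE, SLC40A1, CISD2 and ISCU end without 1 sample.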

Other observations

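With erastin plus tubacin, 11 of 17 NF-kB and inflammatory genes rose, CXCL8 by 1.89 and ICAM1 by 1.09, and CCL2 fell (-1.76; -0.57 and not called when scaled to ACTB; adjusted p = 0.000276; 0.013 with an estimated correlation). Of 16 autophagy genes 9 rose, GABARAPL1 by 1.90 and ULK1 by 1.84, and UVRAG fell (-0.39; positive when scaled to ACTB; adjusted p = 0.000242; 0.078 with an estimated correlation). Of 22 immediate early genes 12 rose, NR4A2 by 2.47, and CCN1 (-1.61) and CCN2 (-1.19) fell; neither is called when scaled to ACTB (-0.42 and 0.0048; list adjusted p = 1.31e-06; 0.036 with an estimated correlation). Of 19 p53 targets 7 rose, CDKN1A by 1.81, and 6 fell, FAS by 0.75, positive when scaled to ACTB (adjusted p = 0.175). Of 17 cholesterol genes 2 rose and 8 fell, EBP by 0.83, the falls positive when scaled to ACTB; the list was not called (adjusted p = 0.0542), but is without erastin replicate 1 or erastin plus tubacin replicate 1 or 2 (0.0488, 0.0469 and 0.0401), with the replicate block (0.0441) and with fry (5.37e-07). Interferon-stimulated genes were not called either (IFIT2, IFIH1 and IRF7 rose and IFI27 fell, of 16; IFI27 is positive when scaled to ACTB and IRF7 is lost without control replicate 1 or 3 or erastin plus tubacin replicate 2, with 0.36 to 0.40; adjusted p = 0.547).

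Protein kinase C genes PRKCA (-0.71) and PRKCD (-0.67) fell, both positive when scaled to ACTB, and PRKCH rose (0.89), of 8 measured (adjusted p = 0.887). Of 15 sphingolipid synthesis genes 4 rose, SPTLC2 by 0.97, and 3 fell, UGCG by 0.85, positive when scaled to ACTB (adjusted p = 0.664). Of the anti-apoptotic genes MCL1 rose (0.39) and BCL2 fell, of 4 measured (adjusted p = 0.925). Epithelial genes rose, 6 of 12, CDH1 by 0.50, and ESRP2 fell (-0.43; positive when scaled to ACTB; adjusted p = 0.0171; 0.0569 with an estimated correlation), while of 13 mesenchymal genes 3 rose and 6 fell, CAV1 by 1.35; scaled to ACTB, CAV1 has -0.16 and is not called, and the others are positive (adjusted p = 0.288), and of 10 luminal genes FOXA1, KRT8 and KRT18 rose and GATA3 fell, positive when scaled to ACTB (adjusted p = 0.523). Fibroblast markers (PDGFRB rose, and COL1A1, COL1A2 and LUM fell, positive when scaled to ACTB, of 7; adjusted p = 0.302), leukocyte markers (CD68 rose by 1.87, CD14 had -1.05, positive when scaled to ACTB, of 8; 0.664), endothelial markers (mean 0.05 of 5; 0.807) and ribosomal protein genes (mean 0.01 of 10; 0.664) were not called as groups, and of 8 reference genes GAPDH rose by 0.21 and 4 fell, HPRT1 (-0.35), PPIA (-0.59) and TUBB (-0.40) besides ACTB, all 3 positive when scaled to ACTB (0.0787). The calls of KRT8, KRT18, GAPDH and LUM end without several single samples (adjusted p up to 0.13, 0.105, 0.117 and 0.0821), and that of GATA3 without erastin plus tubacin replicate 2 (-0.27).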
